# Comprehensive Analysis of Alternative Splicing and Functionality in Neuronal Differentiation of P19 Cells

**DOI:** 10.1371/journal.pone.0016880

**Published:** 2011-02-18

**Authors:** Hitoshi Suzuki, Ken Osaki, Kaori Sano, A. H. M. Khurshid Alam, Yuichiro Nakamura, Yasuhito Ishigaki, Kozo Kawahara, Toshifumi Tsukahara

## Abstract

**Background:**

Alternative splicing, which produces multiple mRNAs from a single gene, occurs in most human genes and contributes to protein diversity. Many alternative isoforms are expressed in a spatio-temporal manner, and function in diverse processes, including in the neural system.

**Methodology/Principal Findings:**

The purpose of the present study was to comprehensively investigate neural-splicing using P19 cells. GeneChip Exon Array analysis was performed using total RNAs purified from cells during neuronal cell differentiation. To efficiently and readily extract the alternative exon candidates, 9 filtering conditions were prepared, yielding 262 candidate exons (236 genes). Semiquantitative RT-PCR results in 30 randomly selected candidates suggested that 87% of the candidates were differentially alternatively spliced in neuronal cells compared to undifferentiated cells. Gene ontology and pathway analyses suggested that many of the candidate genes were associated with neural events. Together with 66 genes whose functions in neural cells or organs were reported previously, 47 candidate genes were found to be linked to 189 events in the gene-level profile of neural differentiation. By text-mining for the alternative isoform, distinct functions of the isoforms of 9 candidate genes indicated by the result of Exon Array were confirmed.

**Conclusions/Significance:**

Alternative exons were successfully extracted. Results from the informatics analyses suggested that neural events were primarily governed by genes whose expression was increased and whose transcripts were differentially alternatively spliced in the neuronal cells. In addition to known functions in neural cells or organs, the uninvestigated alternative splicing events of 11 genes among 47 candidate genes suggested that cell cycle events are also potentially important. These genes may help researchers to differentiate the roles of alternative splicing in cell differentiation and cell proliferation.

## Introduction

The number of human genes (approximately 23,000 according to the Human Genome Project [1]) is just slightly higher than the number in lower eukaryotes such as worms. Most human exons are constitutive. However, >90% of human genes undergo in alternative splicing [2], a much higher percentage than that in lower eukaryotes [3]. Alternative splicing changes the use of exons, producing multiple types of transcripts from a single gene. Each transcript is translated into unique protein isoform. Alternative splicing enhances proteomic diversity to support complexity in higher eukaryotes [4]. Many alternative isoforms have distinct or opposing functions modified from another isoform, and play important biological roles [5], [6]. Alternative splicings often occur in a spatiotemporal manner, and some are regulated by alternative splicing regulators. In the case of neural tissues, several regulators, such as nPTB, Nova1, Fox-1, and their target pre-mRNAs have been identified [7]–[9]. Understanding alternative splicing networks is very important, because splicing is one of important gene expression processes and affected on gene expression network [10].

There are five basic types of alternative splicing that involve only the differential use of splice sites: exon skipping, 5′ or 3′ splice site (ss) selection, mutually exclusive, and retained intron [4]. In addition, 3′ss selection and/or the selection of poly-A additional signals help regulate alternative termination. Alternative promoters promote the differential use of the first exons adjacent to the transcriptional initiation sites, a process that is sometimes considered as an alternative splicing event [5], [11]. Alternative splicings can occur together, causing complicated splicing patterns. The differential use of exon, generated by alternative splicing events, including alternative termination and alternative promoters, generally changes some of amino acid codes of the expressed protein.

Several technologies, such as microarrays and high-throughput sequencing, have been developed to analyze alternative splicing in genome-wide scale [reviewed in [12]]. Junction and exon arrays are the two main microarrays to investigate alternative splicing employing probes specific to the exon(s). Exon array probes are designed for each exon, while probes of junction arrays are designed for exon-exon junctions. The GeneChip Exon Array produced by Affymetrix is a convenient assay in which operations from sample preparation to scanning are performed in a standard gene expression profiling environment [13]. Although various studies using Exon Array have been published, few have efficiently extracted alternative splicings from Exon Array results and validated by RT-PCR [14]–[19]. Even fewer reports have applied and analyzed the validated potential alternative exons using gene ontology (GO) or pathway analyses [18], [19].

P19 mouse embryonic carcinoma cells are a multi-potent cell type that can differentiate into either neural or cardio muscular cells depending on the retinoic acid (RA) concentration in the medium [20], [21]. We previously reported the regulation of neural-specific splicing of the Mef2c exon β in P19 cells [22]. The transcription factor Mef2 plays important roles in muscle differentiation and synaptogenesis [23], [24]. Fox-1 promoted the inclusion of Mef2c exon β via the GCAUG sequence [22]. In addition to Mef2c exon β and Fox-1, many alternative splicing events likely occur in a neural-specific manner during the neuronal differentiation of P19 cells. These splicing events are presumably regulated by splicing-regulators that are also expressed in a neural-specific manner. The alternatively spliced products, such as transcription factors, affect the transcriptional networks and function in neural events.

The goal of the present study was to comprehensively investigate neural-splicing using P19 cells. A GeneChip Exon Array was performed using total RNAs purified from undifferentiated P19 cells (Day 0), neuronal differentiated cells (Day 7), and cells from the early glial stage (Day 10). Nine filtering conditions were used for probe sets based on their annotations, estimated gene expression levels, splicing index (SI), detection above back ground (DABG) values, and predictions of alternative splicing. A total of 262 differentially alternatively spliced (DAS) candidate exons of neural splicing were extracted. Thirty exons among the 262 DAS exons were validated by RT-PCR. The RT-PCR experiments suggested that 87% of these exons were actually changed between undifferentiated and neuronal differentiated cells. This result indicated the method of the candidate exons extraction was very successful. Results from informatics approaches, including GO analysis, text-mining, and pathway analysis, also suggested that many of the candidate exons were related to neural events. In addition to gene-level informatics analyses, text-mining for the alternative isoform were performed. This informatics analysis is a new trial to identify exon-level annotations.

## Methods

### Cell culture and RNA purification

P19 cells were maintained in Minimum Essential Medium (MEM) α Medium (α-MEM; Sigma) supplemented with 10% fetal bovine serum (FBS; Sigma) [25]. To induce neuronal cell differentiation, P19 cells (1×10^5^ cells/mL) were treated with 1 µM all trans-retinoic acid (RA) for 4 d in a 10-cm petri dish (Falcon) with α-MEM containing 10% FBS as described previously [22], [25]. Total RNAs were collected from undifferentiated cells (Day 0), cells during neuronal differentiation (Day 1, 4, 7), and from cells in the early glial stage (Day 10) using RNeasy (Qiagen).

### Exon array

Both cDNA and cRNA syntheses were performed as described in the supplier's instructions. Total RNAs from undifferentiated (Day 0), neuronally differentiated P19 (Day 7), and early glial stage cells (Day 10) were applied to a GeneChip Mouse Exon 1.0 ST Array (Affimetrix). Hybridization, washing and scanning were performed on a fluidics station and a GeneChip scanner (Affimetrix) according to the supplier's instructions. The accession number of the Exon Array data is GSE23710.

### Estimation of signals

Signal data of the CEL files were sketched, normalized, and summarized with the PLIER method for exon-level intensities and with the Iter-PLIER for gene-level intensities using the Affymetrix Expression Console. The “core” option was used in both cases, which limits analysis to RefSeq-mapped probesets and to the mRNA of full-length CDS. The presence or absence of each probe was determined by the DABG *p*-values. Signal estimates of 3 time points (Day 0, 7, and 10) with biological duplicates were summarized with various annotations supplied by Affymetrix, such as probeset positions, transcript accessions, and probe sequences.

### Extraction of the candidate exons and genes

Although multiple probesets are designed within the same exon, probeset intensities represent the expression levels of exons. The ratio of the probeset intensity to the gene intensity, designated as the normalized intensity (NI), was estimated in 3 time points (NI_d0_, NI_d7_, and NI_d10_). The splicing index (SI) was calculated by taking the log ratio (base 2) of the averaged NIs of biological duplicates [19], [26]. Probesets annotated as having a high potential of cross-hybridization were removed from the analysis. The
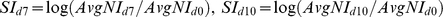
splicing patterns of exons were predicted from using the UCSC Blast-like alignment (blat) search tool (http://genome.ucsc.edu/cgi-bin/hgBlat). An automatic system of alternative splicing prediction was created using the UCSC blat and NCBI BLAST (Basic Local Alignment Tool) searches. A detailed explanation of the candidate exon extraction process is described in the Results section (see also Table 1).

**Table 1:** Procedures applied to extract alternative exon candidates.

		Exons*	Genes
Filtering Conditions		# of Probesets and Gene Probesets	
	Estimated signals using CoreGene and CoreExon by Expression Console	221,336	16,661
1.	Remove probesets that have Max. or Min. number of ‘probeset ID start’ in each gene	188,374	15,753
2.	Remove probesets that indicate possible UTRs (Length of probeset ID sequence <500 nt)	185,028	15,654
3.	Remove probesets that cause non-specific adsorption (x-hybr; FALSE)	159,552	15,238
4.	Keep the genes expressed on both Day 0 and Day 7	102,661	8,601
5.	Keep the exons expressed on either Day 0 or Day 7 or both (*p*≤0.05 in DABG)	94,780§	8,541
6.	Keep probesets that significantly change their expression between Day 0 and Day 7 (ABS_SI_d7_ ≥1.35)	1,636	948
7.	Remove a probeset if both of its neighbors change expression	1,107	805
8.	Keep probesets that indicate possible alternative exons in database (ucsc blat search)	309	278
9.	Keep a probeset that its ABS_SI_d7_ value is larger than its ABS_SI_d10_ value	262	236

* The probeset likely indicate an exon, although multiple probesets may exist in an exon.

§ Signals of these probesets were plotted using the SI_d7_ value (Figure 1). Note: In the fourth procedure, genes were retained if ≥50% of probesets in each gene had *p*≤0.05 in DABG. In the seventh procedure, according to the of probeset ID start position, upstream and downstream neighbor probesets were searched whose expression was detectable (DABG; *p*≤0.05). If ABS_ SI_d7_ value of the neighboring probeset was ≥0.667, the neighbor was considered to have changed expression. A probeset was removed if both of its neighbors changed expression. If a probeset with only one neighbor, the probeset was removed if that neighbor changed expression. In the ninth procedure, in addition to comparing of the ABS_SI values, a probeset was retained when its SI_d7_ and SI_d10_ were a negative number and ≥1.35, respectively, or when its SI_d7_ and SI_d10_ are a positive number and ≤−1.35, respectively.

A gene was defined as “expressed” when ≥50% of probesets of the same gene had a DABG *p*-value of ≤0.05 in both biological duplicate of the same time point [19], [26]. Genes that were defined as “expressed” on both Day 0 and 7 or on either Day 0 or 7 were analyzed. For gene-level expression analysis, these “expressed” genes were categorized as differentially expressed upregulated (DEX-up) or downregulated (DEX-down). A gene was categorized in the DEX-up group if its expression level increased ≥2-fold and ≤10-fold from Day 0 to Day 7, and decreased from Day 7 to Day 10. A gene was categorized in the DEX-down group if its expression decreased ≥2-fold and ≤10-fold from Day 0 to Day 7, and increased from Day 7 to Day 10.

### Semiquantitative RT-PCR

The total RNAs of P19 cells were prepared as described above. Total RNAs from mouse tissues were obtained from a commercial source (Ambion). The cDNAs were made from 2 µg of total RNAs using SuperScript III (Invitrogen) and 0.5 µg of oligo dT primer in 20-µL reaction mixture. The cDNAs are used as templates for the PCR. The PCRs were performed using the GoTaq polymerase (Promega) with specific primers. The DNA primer sequences, number of cycles, and annealing temperatures for the candidates are described in Table S1. Those for *β-Actin* and *GluR1* were described in a previous report [22]. The PCR products were analyzed on a 6% polyacrylamide gel. The gels were stained with SYBR Green I (Takara), and the images were analyzed in LAS-3000 (Fuji Film). The sequences of the PCR products are confirmed in the 3100 DNA sequencer (ABI). Accession numbers of sequences for novel alternative variants are shown in Table 2. Densitometry was performed using MultiGauge v 3.0 software (Fuji Film). Each experiment was performed ≥3 times to confirm reproducibility.

**Table 2:** Validation of alternative splicings in neuronal differentiation as detected by RT-PCR.

Gene	Probeset ID	SI_d7_	Exon type	Neural AS	Change of PCR product (%/%)	Length (nt)	Novel splicing
*Abi2*	4987109	1.67	Exon skip	**+**	7.44 Hold d7/d0 of 329nt	329, 146	-
*Aff3*	5291502	3.81	Exon skip	**++**	53.87 Hold d7/d0 of 178nt	178, 102	-
*Ank3*	5060679	−3.30	3′sss	**+**	4.78 Hold d0/d7 of 703nt	703, 115	-
*Aplp2*	5477899	2.04	Exon skip	**+**	5.88 Hold d7/d0 of 197nt	197, 157	-
*Arhgef12*	5209805	−1.44	Alt terminater	**-**	1.90 Hold d0/d7 of 111nt	166, 111	-
*Atf2*	5194737	1.85	Exon skip	**+**	5.45 Hold d7/d0 of 335nt	335, 272, 195, 132	AB575970
*Atp1a3*	5385869	−2.71	Retained intron	**++**	16.88 Hold d0/d7 of 446nt	446, 109	-
*Bai2*	5286600	−2.05	Exon skip, Mutual	**+**	5.20 Hold d7/d0 of 173nt	209, 173, 110	-
*Bcl11a*	4969426	−1.43	5′sss, Alt terminater	**+**	2.82 Hold d7/d0 of 153nt	201, 153, 101	-
*Clta*	4399984	3.05	Exon skip, Mutual	**+**	5.93 Hold d7/d0 of 204nt	204, 168, 150, 114	AB575971
*Dlg3*	5344442	5.39	Exon skip, Mutual	**++**	52.04 Hold d7/d0 of 198nt	252, 198, 156, 152	AB575972
*Epb4.1l3*	5517310	2.76	Exon skip	**+**	5.78 Hold d7/d0 of 264nt	339, 264, 141	-
*Epb4.1l3*	4866829	2.04	Exon skip	**+**	2.54 Hold d7/d0 of 224nt	224, 127	-
*Fam113a*	4648309	−2.98	Exon skip, 3′sss	**+**	3.74 Hold d7/d0 of 102nt	363, 182, 102	AB575973
*Fchsd2*	4408143	3.36	Exon skip	**++**	19.52 Hold d7/d0 of 235nt	235, 163	-
*Gnao1*	4489479	−1.62	3′sss, Alt terminater	**+**	2.12 Hold d0/d7 of 189nt	189, 124	-
*Kif1b*	4352234	2.15	Exon skip	**+**	5.70 Hold d7/d0 of 193nt	235, 193, 157, 115	AB575974
*Kif21b*	5130589	2.85	Exon skip	**++**	111.60 Hold d7/d0 of 311nt	311, 131	-
*Kif2a*	5345537	4.23	Exon skip	**++**	135.44 Hold d7/d0 of 231nt	231, 117	-
*Neo1*	5491604	1.77	3′sss	**+**	6.84 Hold d7/d0 of 153nt	153, 105	-
*Neo1*	4604088	5.90	Exon skip	**++**	31.00 Hold d7/d0 of 151nt	151, 118	-
*Plekha5*	5343636	1.59	Exon skip, 5′sss, 3′sss	**++**	17.93 Hold d7/d0 of 346nt	346, 230, 154	AB575975
	4740762	2.06					
*Rbm9*	5479607	2.04	Alt promoter	**+**	7.41 Hold d0/d7 of 251nt	251, 157, 134	-
*Rnf138*	4323558	2.31	Exon skip	**-**	1.17 Hold d7/d0 of 317nt	317, 209	-
*Rufy3*	4321833	−1.85	Exon skip, Alt promoter	**+**	2.01 Hold d0/d7 of 157nt	157, 103	-
*Snap91*	4960676	2.78	Exon skip	**++**	14.98 Hold d0/d7 of 162nt	246, 162	-
*Tmem219*	5381697	−1.91	Alt promoter, Exon skip, 3′sss	**-**	1.58 Hold d0/d7 of 293nt	263, 94	-
*Tpd52l2*	4473030	1.86	Exon skip	**++**	12.47 Hold d7/d0 of 185nt	185, 158, 116	-
*Tprkb*	5267179	−2.75	Exon skip	**-**	1.00 Hold d7/d0 of 104nt	188, 104	-
*Zfp326*	5023736	2.31	Exon skip, 5′sss, 3′sss,	**+**	2.94 Hold d0/d7 of 123nt	529, 426, 265,	AB575976-
			Retained intron			240, 123	AB575978

Percentages of the relative amounts of alternative exons were compared between Day 7 (D7) and Day 0 (D0). (−) Changes is <2-fold, or the change on Day 10 is larger than Day 7, (+) Change is >2-fold but <10-fold, and (++)Change is >10-fold. sss, Splice site selection.

### Gene ontology analysis, pathway analysis and text-mining

The GO analyses were performed for genes with candidate exons and for genes in the DEX-up and DEX-down groups [27]. Statistically-significant biological process terms were obtained with Fisher's Exact Test (*p*≤0.01) using PathwayStudio® (Ariadne Genomics, Inc, Rockville, MD, USA) [27], [28].

## Results

### Extraction of the alternative exon candidates

Because probes of “core” exons was used, most of the analyzed probes were constitutive exons. 

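P19 is a mouse embryonal carcinoma cell line that forms neurons and then glia after aggregation with retinoic acid (RA). RNA from undifferentiated cells (Day 0), from cells of the neuronal stage (Day 7) and from cells of the early glial stage (Day 10) was hybridized to exon arrays, 2 biological duplicates per day and 6 arrays in all. The cells of Day 7 and Day 10 had received 1 µM RA for 4 days. An exon array measures each exon by its own probeset, a small group of probes, so that the signal of an exon can be set against that of its gene. The authors summarized the core probesets by PLIER after sketch normalization, and the values used here are the deposited exon-level intensities of 228090 probesets on a linear scale. The median intensity was 183 and 204 on the Day 0 arrays, 216 and 215 on the Day 7 arrays, and 156 and 210 on the Day 10 arrays. Between duplicates, gene levels had a correlation across genes of 0.962 on Day 0, 0.98 on Day 7 and 0.949 on Day 10. The Day 10 duplicates stood farthest apart, with 625 genes more than 2-fold apart, against 313 on Day 0 and 69 on Day 7. Gene levels of Day 10 replicate 2 lay above those of replicate 1 by a median of 0.39 (log2), against -0.03 between the Day 7 arrays. An offset of 16 was added to each intensity before the log2 was taken, which understates the changes of dim exons, and between 8.9% and 11.9% of the probesets of an array lay under that offset. Of the probesets, 207232 carry 1 gene symbol in the annotation used here, 3882 carry several and 16976 none, and the gene level was the median polish of the probesets of a gene. A gene was tested when its mean level was at or above the 30th percentile, which left 11345 genes. The splicing index of Day 7 (SI_d7) was taken as the change from Day 0 in the log2 ratio of a probeset to its gene, and that of Day 10 (SI_d10) likewise. SI was tested for probesets of genes with at least 4 probesets, where the gene lay at or above the 45th percentile on both Day 0 and Day 7 and the probeset at or above the 25th percentile on either day. These percentiles stand in for the DABG p-values, which, like the gene-level intensities of Iter-PLIER, were not used here. limma was fitted to all 6 arrays together, with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05 and a fold of at least 2. The median gene moved by 0.08 (log2) from Day 0 to Day 7 and by -0.20 from Day 7 to Day 10, so changes from Day 7 to Day 10 are also given relative to that median, while each p is that of the change itself. The tests, filters, thresholds and gene lists were set before the data were examined, while the offset was set once the unit of the values was known. The number of arrays limits the precision of each value.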

Nine filtering conditions were constructed to extract the candidate exons of alternative splicings (Table 1). The filtering procedures (including our original procedures) were arranged by considering the general features of alternative splicing and previous concepts of exon extraction [26]. Because many outermost probesets are designed at potential exons outside of the genes, the first and last probesets of each gene were removed. Since the length of most human exons is <300 nucleotides (nt) [29], probesets with sequence of >500 nt were excluded. The long probesets mostly indicate untranslated region (UTR). Probesets with an annotation of a high potential for cross-hybridization were also removed. After filtering with these conditions, 221,336 probesets of core exons of 16,661 genes were reduced to 159,552 probesets of 15,238 genes (Table 1, third procedure).

To identify alternative splicings, genes should be expressed on both Day 0 and Day 7. The reliability of gene expression level was determined by the DABG *p*-values of the probesets (see Methods) [19], [26]. Probesets of genes expressed on both Day 0 and Day 7 were retained on the list (Table 1, fourth procedure). In addition, exon expression level should be detected at Day 0 or Day 7. Probesets with in a DABG *p*-values of ≤0.05 on Day 0 or 7 were accepted for the next filtering procedure. These filtering conditions reduced the number of probesets to 94,780 (Table 1, fifth procedure).

The splicing index SI of a probeset represents its change in exon expression, which is adjusted according to its gene-level expression. The A-value is the average intensity between Day 0 and 7. SI_d7_ values and A-values of 94,780 probesets are plotted in Figure 1A. Most probesets were closely plotted in the middle (SI_d7_ = 0.00). This result indicated that probesets with a small absolute value of SI_d7_ (ABS_SI_d7_) were not related to the alternations in exon usage between Day 0 and 7. 

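For most exons the share in the signal of their gene was close between undifferentiated and neuronal cells. Of 117280 probesets in 7859 genes, 88.7% had an SI_d7 within 0.5 of 0 and 97.8% had one within 1 of 0. The 5th and 95th percentiles of SI_d7 were -0.50 and 0.57. Exons of Aff3, which encodes a nuclear protein of transcription elongation complexes, and of Thra, a thyroid hormone receptor, lay outside this range on either side. The Aff3 exon had an SI_d7 of 3.35 (SE 0.34, 2 arrays per day) and an exon of Thra had one of -1.51 (SE 0.28). No probeset passed limma at an adjusted p under 0.05 together with an absolute SI_d7 of 1.35, where the lowest adjusted p was 0.12. At an unadjusted p under 0.05, 463 probesets were past that size upward and 386 downward, and diffSplice, which compares each probeset with the others of its gene, called 131 and 119. Over any size, 5589 probesets had an unadjusted p under 0.05, where 5864 are expected by chance. In simulated data of the same design limma called 32 of 100 probesets changed by 2 (log2), 75 of 98 changed by 4 and 3 of 120465 unchanged probesets. diffSplice called 55, 95 and 288 of the same probesets, so that its calls on unchanged probesets in simulated data outnumber the 131 and 119 made here.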

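Exons of Kif2a, Clta, Ank3 and Bcl11a lay far from the centre. A probeset of Kif2a, a microtubule-depolymerizing kinesin, had an SI_d7 of 3.05 (SE 0.43, 2 arrays per day), with a Day 0 intensity under the offset, and one of Clta, a clathrin light chain, had 2.78 (SE 0.31). In the other direction, a probeset of Ank3, which encodes the ankyrin of the axon initial segment, had an SI_d7 of -2.91 (SE 0.77), where the Day 0 duplicates were far apart (intensity 1120 ± 1080, SD, n = 2). An exon of Bcl11a, a transcription factor of neurons, had an SI_d7 of -1.44 (SE 0.32). These probesets were taken from those that the paper lists in Table 2, and none of the 4 passed limma after adjustment. In all, 1002 probesets of 672 genes had an absolute SI_d7 of 1.35 or more, 561 of them positive and 441 negative. SI_d7 had the same sign in both replicate numbers for 964 of the 1002 and was past 1.35 in both for 413. The count has no test behind it. In simulated data 964 of 120465 unchanged probesets also reached 1.35, a number that the spread taken for each probeset can make too high. It therefore does not show how many of the 1002 are unchanged. Without Day 0 replicate 2 the count on the arrays was 1771 positive and 779 negative.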

A threshold ±1.35 of SI_d7_ (2.55-fold) was set, and probesets with ≥1.35 ABS_SI_d7_ were retained on the list (Table 1, sixth procedure).

**Figure 1:**
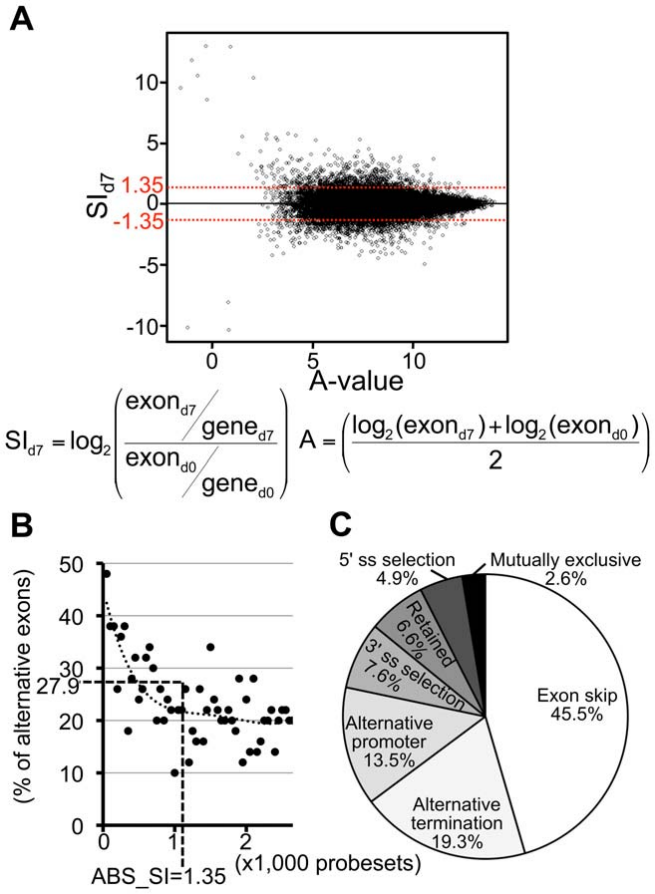
Statistical analyses of the extraction of candidate exons. (A) SI-A plot for 94,780 probesets after the fifth procedure in Table 1. Vertical and horizontal axes show SI_d7_ values and A-values, respectively. (B) Percentage of the predicted alternative exon. The 2,650 probeset ID sequences whose ABS_SI_d7_ values were >1.0 (see also sixth procedure of Table 1) were assessed for whether they indicated the alternative exon. Dots indicate percentages of the alternative exon in each group of 50 probesets from the highest ABS_SI_d7_ to approximately 1.0. Dotted line indicates the approximation curve. Vertical broken line indicates the threshold (ABS_SI_d7_ = 1.35) in Table 1. Horizontal broken line (27.9%) indicates the percentage of the predicted alternative exon. (C) Percentage of alternative splicing types in the DAS exons. The types of alternative splicings of 262 probeset ID sequences were searched using UCSC blat search.

SI of probeset represents a change of exon expression, which is adjusted with its entire gene level expression. However, Because the SI of a probeset cannot indicate the relationship between adjacent exons, the difference in SI_d7_ values was assessed in a local area of the transcript. We separately extracted the adjacent downstream or upstream probesets that were surely expressed (no cross-hybridization, DABG *p*-value ≤0.05). 

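Exons that differed from their own neighbours between undifferentiated and neuronal cells included those of Dlg3, Aff3 and Rufy3. Against its adjacent probesets, the Dlg3 exon rose by 3.58 (log2, SE 0.46, 2 arrays per day, adjusted p = 0.0033 from limma), in a gene that encodes a scaffold protein of excitatory synapses, from a Day 0 intensity under the offset. The exon of Aff3 rose by 3.54 against its neighbours (SE 0.48, adjusted p = 0.0033 from limma). The exon of Rufy3, a gene of axon growth, fell by 2.39 against its neighbours (SE 0.47, adjusted p = 0.011 from limma). The copy of Table S2 used here holds 259 of the 262 candidate exons left after the ninth procedure, so no overlap or enrichment was tested on it. Of these 259 exons, 249 moved against the adjacent probesets named in that table in the direction of the paper's SI_d7. Among 167 exons with a positive SI_d7 in the paper, 46 rose at an adjusted p under 0.05, with a median of 1.20 over the 167. Among 92 with a negative SI_d7, 18 fell, with a median of -1.15, and 0 exons of either group passed in the other direction. The exons were chosen by the study on these arrays and are not independent evidence of their direction. Each p was adjusted over these 259 exons alone, so passing here cannot be compared with the SI test over all probesets. The 64 exons that passed became 26 without Day 0 replicate 1, 39 without Day 0 replicate 2, 16 without Day 7 replicate 1 and 21 without Day 7 replicate 2, and 122 without either Day 10 array.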

When ≥1 of the adjacent probesets had an ABS_SI_d7_ value of ≤0.667, the probesets were retained on the list (Table 1, seventh procedure). Theoretically the probeset indicates a border between alternative and constitutive exons after this filtering condition. If a probeset were kept only when both adjacent probesets had an ABS_SI_d7_ value of ≤0.667, then complex splicing events would be accidentally removed.

Since most the probesets were designed to constitutive exons, it is possible that many constitutive exons are involved in the 1,107 exons that were left after the seventh filtering (Table 1). We searched these probesets' sequences in the UCSC blat and found alternative exons. The probeset was categorized as a candidate alternative exon. When a probeset sequence resulted in multiple hits for mRNA fragments in Genbank and EST and also skipped other multiple fragments in the range of each gene on genomic structure, then the probeset was categorized as an alternative exon. An automatic system was used to a double check these sequences. Contradictory exons were manually curated in the UCSC blat search again. Approximately 28% of the probesets (309 probesets) were predicted to be alternative exons (Figure 1B & Table 1, eighth procedure).

Finally, the SI_d7_ and SI_d10_ values were compared. 

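For most candidate exons the value of SI was larger in size at the neuronal stage than at the early glial stage. The exon of Tpd52l2, a gene of vesicle traffic, had an SI_d7 of 1.52 (SE 0.39, 2 arrays per day) and an SI_d10 of 0.43, with intensities of 147 ± 78.8 (SD, n = 2) on Day 0, 441 ± 8.08 on Day 7 and 172 ± 120 on Day 10. The exon of Aplp2, a relative of the amyloid precursor protein, had an SI_d7 of 1.85 (SE 0.23) and an SI_d10 of 1.67. Of the 248 candidate exons with an SI here, 221 had an SI_d7 larger in size than SI_d10. The median, taken in the direction of SI_d7, was 1.27 on Day 7 and 0.72 on Day 10, and SI_d10 had the sign of SI_d7 for 216 exons. No candidate exon passed limma for the difference between Day 10 and Day 7, where the lowest adjusted p was 0.85, while 71 moved toward Day 0 at an unadjusted p under 0.05. Over all probesets tested for SI, limma called 0 between Day 10 and Day 7, with 217 higher and 244 lower at an unadjusted p under 0.05, and diffSplice called 20 higher and 22 lower. The exons had been chosen by the study for this order on these arrays.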

A probeset was retained if its SI_d7_ was larger than SI_d10_ when SI_d7_ was positive (or smaller than its SI_d10_ value when SI_d7_ was negative) (Table 1, ninth procedure). Altogether, 262 probesets containing all alternative splicing types were extracted (Table S2 & Figure 1C). These probesets were identified as DAS exons that potentially had undergone alternative splicing in a neural-specific manner.

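Most of the DAS exons lay on the side of 0 that the paper lists for neuronal cells, though none passed limma for SI after adjustment. An exon of Tcf4, a transcription factor of neural progenitors, had an SI_d7 of 1.88 (SE 0.49, 2 arrays per day), and its intensity went from 114 ± 44.7 (SD, n = 2) on Day 0 to 819 ± 17.2 on Day 7. An exon of Nfasc, a cell adhesion protein of the axon, had an SI_d7 of 2.14 (SE 0.31). An exon of Mbnl1, itself a splicing regulator, had an SI_d7 of -1.74 (SE 0.25), with an intensity of 104 ± 11.8 on Day 0 and 121 ± 0.416 on Day 7 while the gene rose. Of the 248 DAS exons that could be given an SI here, 240 had the sign of Table S2 and 222 had the same sign in both replicate numbers. An SI_d7 of at least 1.35 with that sign was reached by 96, and the median absolute SI_d7 was 1.25, where the median of the values in Table S2 is 1.79. At an unadjusted p under 0.05, 174 moved in the direction of Table S2, limma called 0 after adjustment, and diffSplice, which called more unchanged probesets than limma in simulated data, called 32 of the 199 exons it could test. The study chose these exons on the same arrays, so the shared direction is not independent evidence. The mean intensity of 39 of the exons lay under the offset on Day 0 or Day 7, and without an offset, a setting chosen after the values were seen, 155 exons reached 1.35 and limma called 1. From the SI values, the adjacent probesets and the database search, the paper proposes that these exons underwent neural-specific alternative splicing.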

### Semiquantitative RT-PCR for the candidate exons

To examine whether the potential DAS exons are actually involved in alternative splicing during the neuronal differentiation of P19 cells, semiquantitative RT-PCR was performed. Semiquantitative RT-PCR is more appropriate than qPCR in the analysis of alternatively spliced products. Among 262 DAS exons, 30 exons were randomly selected (Figure 2A & Figure S1A). Typical patterns for the DAS events in P19 cells are shown in Figure 2B. Densitometric analysis showed alternative splicing of 10 exons changed >10-fold between Day 0 (undifferentiated P19 cells) and Day 7 (differentiated P19 cells). The changes in the alternative splicing of the other 16 exons were >2-fold but <10-fold (Table 2 & Figure S2B). The expressions of these 26 exons increased or decreased consistent with the directions indicated by SI_ d7_. 

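Exons of Dlg3, Neo1, Kif21b and Snap91, all taken to RT-PCR, had a positive SI_d7 on the arrays, and those of Rufy3 and Adgrb2 a negative one. The exon of Dlg3 had an SI_d7 of 3.30 (SE 0.31, 2 arrays per day), with an intensity of 6.12 ± 6.20 (SD, n = 2) on Day 0 and 231 ± 62.4 on Day 7. An exon of Neo1, which encodes the netrin receptor neogenin, had an SI_d7 of 2.92 (SE 0.32) from a Day 0 intensity under the offset, and another exon of the gene had 1.60 (SE 0.24). Exons of Kif21b, a kinesin of neurons, and of Snap91, a clathrin adaptor of synaptic vesicles, had an SI_d7 of 2.57 (SE 0.31) and 2.27 (SE 0.33). An exon of Rufy3 had an SI_d7 of -2.02 (SE 0.42), and one of Adgrb2, listed as Bai2 in the paper, had -1.34 (SE 0.33). Table 2 lists 31 probesets, of which 30 had an SI here. All 30 had the sign of the paper's SI_d7, 21 of them past 1.35, and 27 had an unadjusted p under 0.05. limma called 0 of them after adjustment over all probesets, with a lowest adjusted p of 0.14, and diffSplice called 12 in the direction of Table 2. Against the adjacent probesets, 31 of 31 moved in that direction and 16 passed limma at an adjusted p under 0.05, adjusted over the exons of Table S2 alone. The study chose these exons on the same arrays by the size of SI_d7, so the shared signs are not independent evidence. The replicate numbers gave opposite signs for Tprkb, whose exon had intensities of 12.6 on Day 0 and 4.37 on Day 7, both under the offset.

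**Figure D1:**
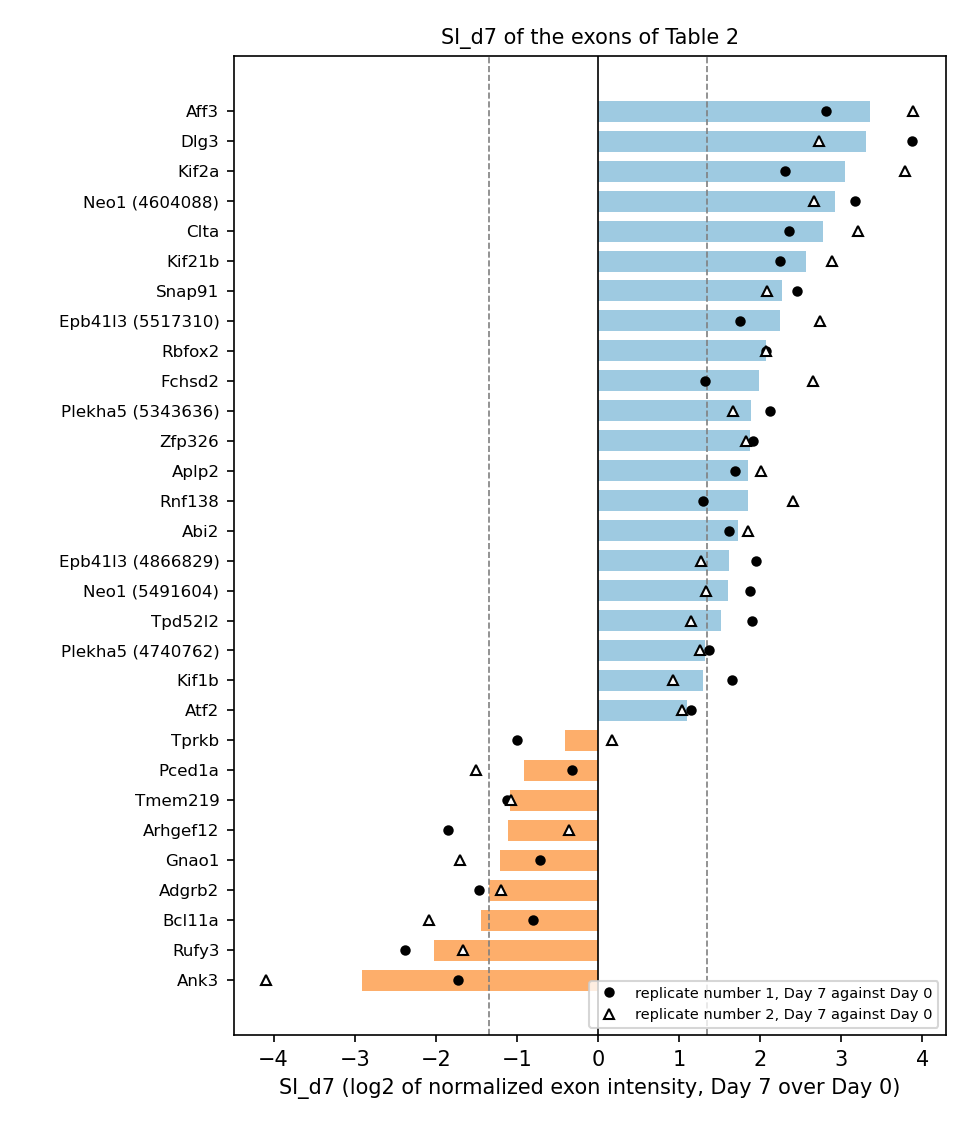
SI_d7 of the 30 exons of Table 2 with an SI here, in log2 units. Bars are the mean of 2 arrays per day, circles and triangles the difference within replicate numbers 1 and 2, and dashed lines mark 1.35 in either direction. The bars of Aff3 and Dlg3 are the longest to the right and that of Ank3 the longest to the left, and for Tprkb the circle and the triangle lie on opposite sides of 0.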

The changes of these 26 exons on Day 7 were greater than those on Day 10, consistent with the results in Table 1 (ninth procedure). These results show that neuronal cell stage-specific alternative splicing occurred in these 26 of 30 exons, and suggested that 87% of the 262 DAS exons were involved in neural splicing.

**Figure 2:**
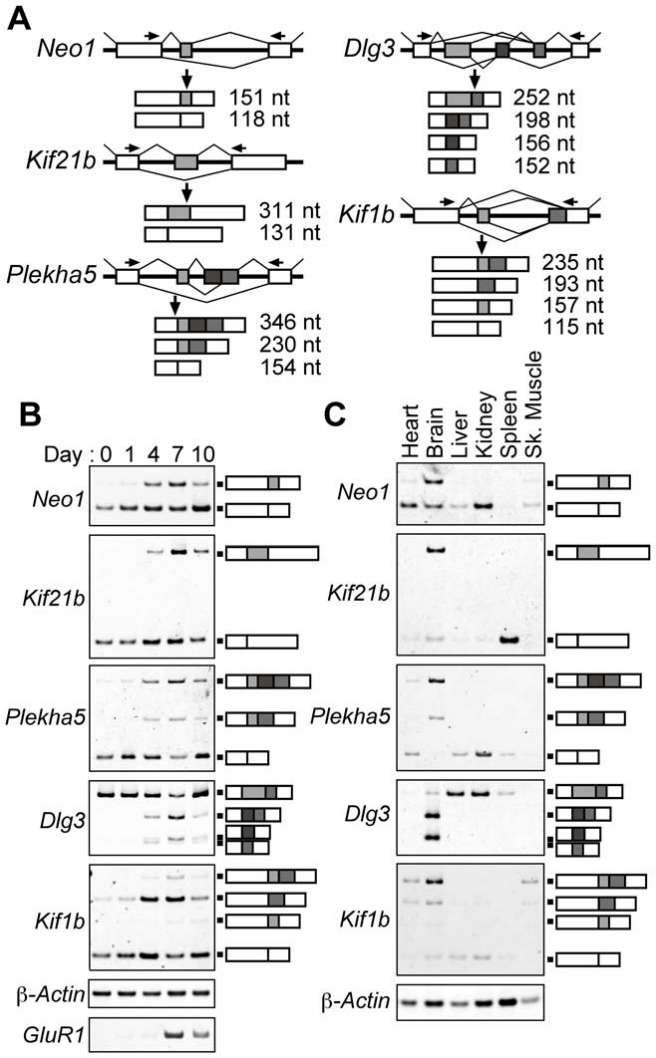
Semiquantitative RT-PCR experiments. (A) Schematic representations of alternative splicing. Thirty exons were randomly selected from 262 DAS exons. Five of 30 exons (*Neo1* exon17, *Kif21b*, *Plekha5*, *Dlg3*, and *Kif1b*) are shown; the other exons are shown in Figure S1. Boxes and middle lines indicate exons and introns, respectively. Gray indicates possible alternative exon. Arrows indicate the locations of primer annealing sites. Numbers indicate the length of PCR products. The sequences of PCR products were confirmed by sequencing analysis. Semiquantitative RT-PCR in P19 cells (Day 0, 1, 4, 7, and 10) (B) and in adult mouse brain and other tissues (C). *β-Actin* was used as a control. *GluR1* was used as a neural differentiation marker (B only). Schematic representations of the PCR products are shown on the right side of the panels.

Seven alternative splicing events had novel splicing patterns (*Kif1b*, *Dlg3*, *Plekha5*, *Atf2*, *Clta*, *Fam113a*, and *Zfp326*; Table 2) in mouse. The patterns included a novel exon, novel splice sites, and novel combinations. Except for the novel *Dlg3* variant, the other 6 variants were detected in adult mouse brain (Figure S2C). Among 26 alternative exons, the percentages of alternative variants of 17 exons were changed >2-fold in the brain compared to other tissues, which showed expression patterns similar to those in the brain (Figure 2C & Figure S1C). Although the differentiation of P19 cells is a model system, this result implied that alternative splicings of more than half of DAS exons had similar regulations between neuronal differentiated P19 cells and brain.

### Gene ontology analysis of the candidate exons

To test whether the 262 DAS exons of 236 DAS genes were involved in neural events, GO analysis was performed using the Biological Process category. A total of 72 GO terms (*p*≤0.01, Fisher's Exact test) were obtained from the 236 DAS genes. These terms were classified into 10 groups: neural-related process (there were no neural-related terms in other terms), differentiation and development, cytoskeleton and cell adhesion, signaling, post-translational regulation, transcription, cell cycle and proliferation, cellular transport, apoptosis, and others. The neural-related process group was the most abundant, accounted for 20.8% of all terms, followed by differentiation and development (12.5%), cytoskeleton and cell adhesion (12.5%), and signaling (9.7%) (Figure 3A).

**Figure 3:**
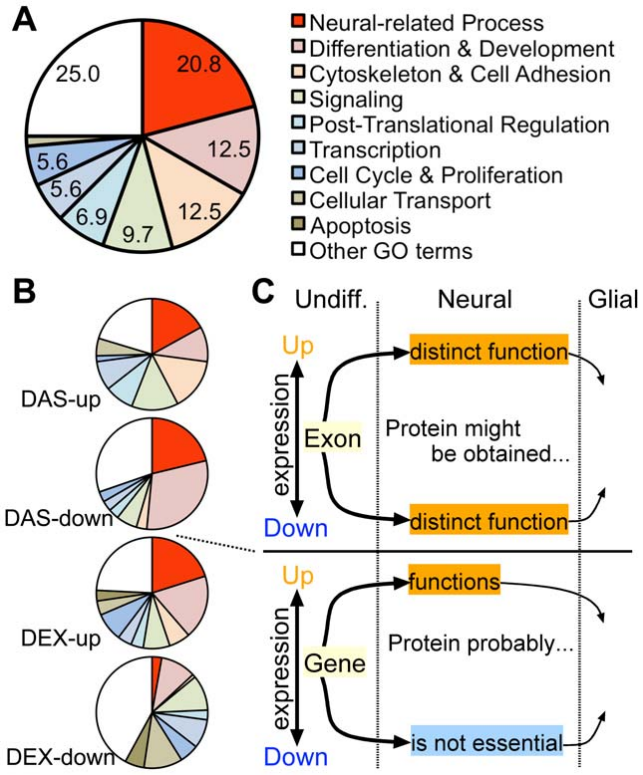
Gene Ontology analysis. (A) GO analysis in 262 DAS exons (236 DAS genes). Seventy-two GO terms (*p*-value ≤0.01; Fisher's *t*-test) were found from the 236 DAS genes. These terms were categorized into 10 groups. The percentage of the GO terms is shown. (B) The GO analysis at the DAS and DEX genes. The 236 DAS genes were divided into DAS-up (153 genes) and DAS-down (88 genes) groups, according to whether the exon expression levels were elevated or reduced, respectively, on Day 7 compared to Day 0. DAS-up and DAS-down groups were examined in GO analysis. The gene expressions of 1,666 DEX-up genes were elevated (from 2- to 10-fold) on Day 7 compared with Day 0, and decreased from Day 7 to Day 10. The gene expressions of 550 DEX-down genes were reduced (from 2- to 10-hold) on Day 7 compared with Day 0, and increased from Day 7 to Day 10. DEX-up and DEX-down genes were separately analyzed in GO analysis. (C) Primary relationship between expression profile and GO terms. The DEX-down genes showed markedly fewer neural-related GO terms. The DEX-up and DAS genes are primarily responsible for the neural-related GO terms, and seem to be equivalent to other events occurring in the neuronal differentiation in P19 cells.

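Genes with DAS-down exons were higher on Day 7 more often than all tested genes, and genes with DAS-up exons were lower more often. SI subtracts the change of the gene, which ties a low SI to rising genes and a high SI to falling genes by construction. In both groups, as among all tested genes, most genes did not pass the test. Thra, which has a DAS-down exon, rose at the gene level by 2.90 (log2, SE 0.27, 2 arrays per day, adjusted p = 4.7e-06 from limma) from Day 0 to Day 7, and Rufy3 rose by 2.50 (SE 0.30, adjusted p = 4.4e-05 from limma). Thra also has a DAS-up exon, with an SI_d7 of 1.44 in the paper and 0.66 (SE 0.33) here. Csf1, which encodes a growth factor of macrophages, also had a DAS-down exon and rose by 2.35 (SE 0.27, adjusted p = 3e-05 from limma). Of the genes with DAS-up exons, Clta had a gene-level change of -0.08 (adjusted p = 0.89) and Kif2a one of 0.28 (adjusted p = 0.59). Enpp3, which encodes an ectonucleotidase, held a pair of DAS-up exons in a gene that fell by 3.72 (SE 0.45, adjusted p = 4.1e-05 from limma). Of 160 DAS-up exons with an SI here, 153 were positive, with a median of 1.31, and 69 reached 1.35. Of 88 DAS-down exons, 87 were negative, with a median of -1.17, and 27 reached -1.35. At the gene level, 143 of the 152 DAS-up genes were tested, and 15 were higher on Day 7, 20 were lower and the median change was -0.08. Of the 87 DAS-down genes 83 were tested, of which 37 were higher and 1 was lower, with a median change of 0.89, and over all 11345 tested genes 1262 were higher and 524 were lower. Both groups were chosen by the study on these arrays, and the difference between them at the gene level was not tested.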

The 262 DAS exons were categorized into two groups according to whether the SI_d7_ value was ≥+1.35 (DAS-up; 153 genes) or ≤−1.35 (DAS-down; 88 genes). The percentage of neural-related GO terms in the DAS-up and DAS-down groups were 17.0% and 21.2%, respectively (Figure 3B). This result suggests that the protein isoforms translated from these alternatively spliced transcripts, which were either included or excluded exons, were involved in neural events.

Affymetrix Expression Console calculates the expression level of each gene based on the intensities of probesets of the Exon Array. We analyzed the gene expression of the same samples and obtained the differentially expressed (DEX) genes in P19 neuronal cells. 

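Many neuronal genes, among them Dcx, Mapt and Slc17a6, rose in P19 cells between Day 0 and Day 7. Of 32 genes of the neuronal cytoskeleton and axon, 21 were higher on Day 7, 0 were lower and 11 did not pass the test (21 when adjusted over the list alone), with a median change of 1.32 (log2). Dcx, a microtubule-binding protein of migrating neurons, rose by 5.92 (SE 0.38, 2 arrays per day, adjusted p = 2.3e-07 from limma), and Mapt, which encodes tau, rose by 3.43 (SE 0.27, adjusted p = 1.1e-06 from limma). Map2 rose by 4.05 (SE 0.26, adjusted p = 2.3e-07 from limma). Of 33 genes of the synapse, vesicles and neurotransmission, 21 were higher, 0 were lower and 12 did not pass (21 higher and 1 lower when adjusted over the list alone), with a median of 1.32. The vesicular glutamate transporter Slc17a6 rose by 4.27 (SE 0.26, adjusted p = 1.4e-07 from limma), and Gria1, the GluR1 used as the neural differentiation marker in Fig. 2B, rose by 2.73 (SE 0.30, adjusted p = 1.6e-05 from limma). Of 23 neurogenic transcription factors, 10 were higher, 0 were lower and 13 did not pass (10 when adjusted over the list alone), among them Pou3f2, a POU factor of neural progenitors, at 3.11 (SE 0.28) and Myt1 at 2.90 (SE 0.27). The median of this list was 0.38, and it was 0.61 without Day 7 replicate 1 and 0.69 without Day 7 replicate 2. Of 15 genes of the response to RA, 6 were higher, 2 were lower and 7 did not pass (6 and 2 when adjusted over the list alone), with a median of 0.12 that ran from -0.02 without Day 7 replicate 2 to 0.30 without Day 7 replicate 1 and was 1.65 with a stricter filter on dim genes. The homeobox gene Meis1 rose by 3.84 and Crabp1, which binds RA in the cytoplasm, by 2.94. Genes of other cell types rose as well, among them 16 of 21 tested genes of mesenchyme, smooth muscle and heart, with 0 lower and a median of 2.77. Actb, the control of the RT-PCR, changed by 0.51 (SE 0.25, adjusted p = 0.19). Against all other genes, camera with a preset correlation of 0.01 gave adjusted p of 6.4e-13 for the cytoskeleton list, 3.4e-13 for the synapse list and 0.00012 for the transcription factors, and each of the 3 had an adjusted p = 0.12 with an estimated correlation. That version of camera also rests on the few residual degrees of freedom of these arrays, so its larger p does not measure correlation alone. For the transcription factors the estimated correlation was 0.01, the preset value. For the RA list camera gave 0.14 with the preset correlation and 0.0019 with the stricter filter. fry, which asks only whether the genes of a list moved one way, gave adjusted p of 0.0024, 0.0031 and 0.0024 for the first 3 lists in the same order and 0.016 for the RA list. In all, 1262 genes were higher and 524 were lower on Day 7, 70.7% higher, and with each array centred on its median 59.3% of the called genes were higher. The count fell to 594 higher and 164 lower without Day 0 replicate 1, 763 and 186 without Day 0 replicate 2, 533 and 135 without Day 7 replicate 1, and 447 and 123 without Day 7 replicate 2.

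**Figure D2:**
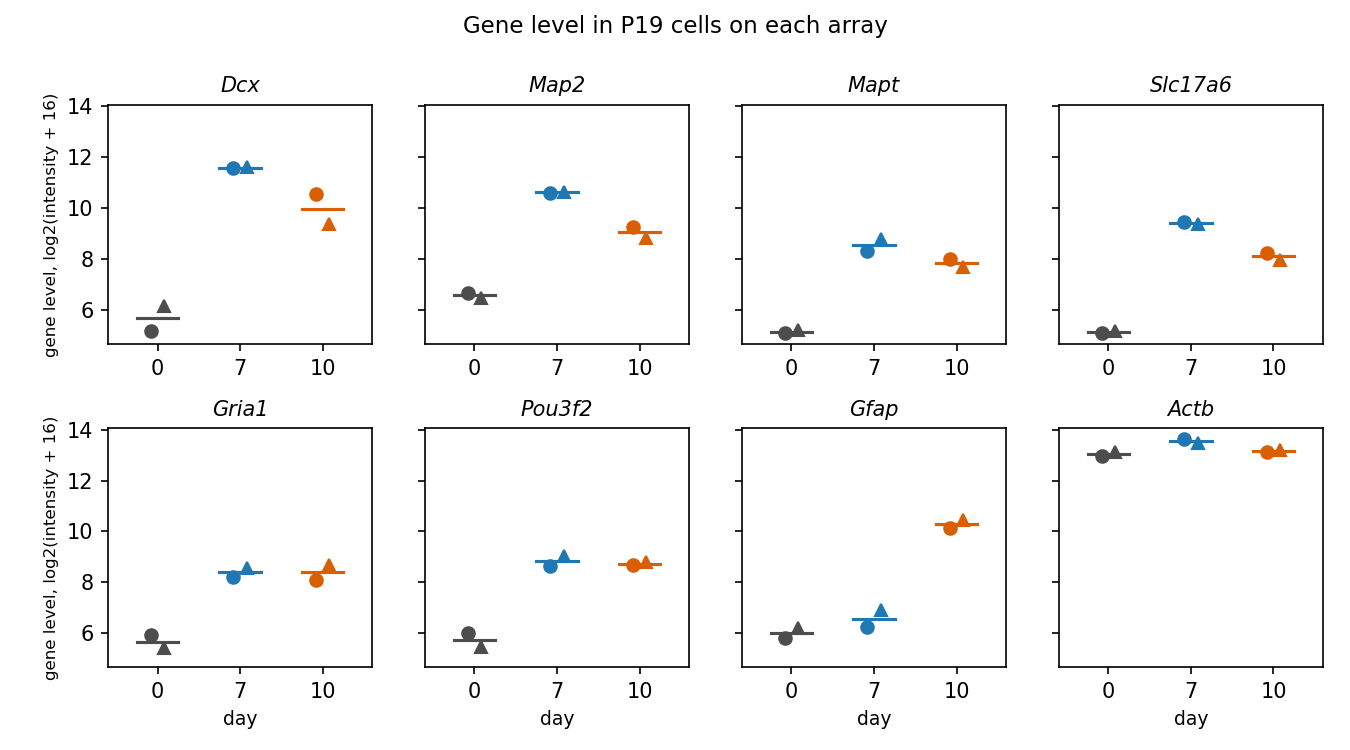
Gene level of 8 genes on each array, as log2(intensity + 16), by day. Circles are replicate 1, triangles replicate 2 and horizontal lines their mean. For Dcx, Map2, Mapt, Slc17a6, Gria1 and Pou3f2 both Day 7 arrays lie above both Day 0 arrays, for Gfap both Day 10 arrays lie above those of the other days, and Actb stays between 12 and 14 on the 6 arrays.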

The expression of 1666 DEX-up genes increased ≥2-fold and ≤10-fold from Day 0 to Day 7, and decreased from Day 7 to Day 10 (Table S3). 

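Some genes of the neuronal cytoskeleton and of vesicle release, such as Map2 and Scg3, rose from Day 0 to Day 7 and fell from Day 7 to Day 10. Their rises here, 4.05 for Map2 and 3.86 for Scg3 (log2), were over 10-fold and so beyond the range of the paper's rule for DEX-up genes. Map2 fell by 1.57 (log2) from Day 7 to Day 10 (SE 0.26, 2 arrays per day, adjusted p = 0.0097 from limma), a change of -1.37 relative to the median gene, and Scg3, a secretory granule protein of neurons, fell by 1.60 (SE 0.27, adjusted p = 0.0095 from limma), a relative change of -1.40. With each array centred on its median, limma called 41 of the 53 named genes that it called between these days on the deposited scale, Map2 (adjusted p = 0.027) and Scg3 (0.02) among them. Of the 32 genes of the neuronal cytoskeleton and axon 10 were lower on Day 10 than on Day 7, 0 were higher and 22 did not pass (14 lower when adjusted over the list alone), with a median of -0.67 relative to all genes. Of the 33 genes of the synapse, vesicles and neurotransmission 6 were lower, 0 were higher and 27 did not pass (8 lower when adjusted over the list alone), with a relative median of -0.47. camera gave these lists adjusted p of 5.3e-09 and 4.7e-07 with the preset correlation, and both had an adjusted p = 0.34 with an estimated correlation, while fry gave 0.027 and 0.037. Gria1 kept its level, with 8.39 ± 0.24 (log2, SD, n = 2) on Day 7 and 8.39 ± 0.42 on Day 10, against 5.66 ± 0.34 on Day 0. Of the genes in Table S3, 1456 have a name in the annotation used here and 1347 were tested. On Day 7, 755 of them were higher, 0 were lower and 592 did not pass (762 when adjusted over the list alone), with a median change of 1.07. From Day 7 to Day 10, 76 were lower and 0 were higher (134 lower when adjusted over the list alone). The study chose these genes on the same arrays, so neither count is independent evidence. Against the Day 7 mean and relative to the median of all tested genes on the same array, which was -0.39 on Day 10 replicate 1 and -0.04 on replicate 2, 1033 of the 1347 lay lower on replicate 1, with a median of -0.27, and 1085 on replicate 2, with a median of -0.29. The rule of a 2-fold to 10-fold rise followed by a decrease held for 1026 genes here, 754 of them in Table S3 and 1011 of them called by limma. Over all genes limma called 86 higher and 244 lower on Day 10 than on Day 7, 26.1% higher, a share that was 52.5% after quantile normalization and 58.8% with arrays centred on the median. On the deposited scale, leaving out any 1 of the 6 arrays left 0 limma calls between Day 10 and Day 7, with 507 to 1285 genes at an unadjusted p under 0.05 and a fold of 2, and no other test was run for genes. With quantile normalization, a combination chosen after the values were seen, 16 of the 53 named genes called between these days were still called without Day 10 replicate 1 and 0 without Day 10 replicate 2. For the synapse list camera gave 0.16 without Day 10 replicate 2.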

The DEX-up gene group had 194 GO terms, including neural-related process (20.1%) and differentiation and development terms (18.6%) (Figure 3B). The DEX-up and DAS gene results were quite similar, suggesting that genes in both groups were related with neural-events (Figure 3C).

A total of 550 DEX-down genes were obtained, whose expression levels decreased ≥2-fold and ≤10-fold from Day 0 to Day 7 and increased from Day 7 to Day 10 (Table S4). 

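Some genes of the undifferentiated state, such as Lin28a and Dnmt3b, fell between Day 0 and Day 7, and on Day 10 most of the group stood at different levels in the duplicates. Of 18 tested genes of pluripotency and embryonal carcinoma, 7 were lower on Day 7, 0 were higher and 11 did not pass the test (10 lower when adjusted over the list alone), with a median change of -1.44 (log2), which was -0.78 without Day 7 replicate 1. Lin28a, an RNA-binding protein of stem cells, fell by 4.48 (SE 0.39, 2 arrays per day, adjusted p = 2.2e-06 from limma), and Dnmt3b, a de novo DNA methyltransferase, by 4.54 (SE 0.51, adjusted p = 2e-05 from limma). Pou5f1, the stem cell factor Oct4, fell by 3.77 (SE 0.65, adjusted p = 0.0009 from limma), a call that ended with trend and robust in limma (adjusted p = 0.16) and without Day 0 replicate 1 (-3.93, adjusted p = 0.13), Day 0 replicate 2 (-3.63, 0.14) or Day 7 replicate 1 (-2.95, 0.13). Pim2, a serine/threonine kinase, fell by 4.24 (SE 0.35, adjusted p = 1.5e-06 from limma). Lin28a, Dnmt3b, Pou5f1 and Pim2 each fell over 10-fold here, beyond the range of the paper's rule for DEX-down genes. For the list camera gave an adjusted p of 6.4e-08 with the preset correlation and adjusted p = 0.28 with an estimated correlation, and fry gave 0.098. From Day 7 to Day 10, 2 members were higher, 0 were lower and 16 did not pass (4 higher when adjusted over the list alone), with a median of 0.77, or 0.97 relative to all genes. Before setting it against all genes, this median was 0.37 without Day 7 replicate 1, 1.44 without Day 10 replicate 1 and 0.11 without Day 10 replicate 2. The 2 were Tdgf1, a coreceptor of Nodal, which rose by 1.79 (SE 0.44, adjusted p = 0.049 from limma), or 1.99 relative to the median gene, and Klf4, which rose by 1.36 (SE 0.33, adjusted p = 0.046 from limma), or 1.56, and on the deposited scale both calls ended when any 1 array was left out. camera gave this comparison 4.3e-09 with the preset correlation and adjusted p = 0.34 with an estimated correlation, and fry gave 0.40. On Day 10, 17 of the 18 genes were higher on replicate 2 than on replicate 1, by a median of 1.68, against 0.39 for all tested genes, and Pou5f1 stood at 8.45 on replicate 1 and 11.18 on replicate 2. Of the genes in Table S4, 477 are named here and 465 were tested, of which 251 were lower on Day 7, 0 were higher and 214 did not pass (254 lower when adjusted over the list alone), with a median of -1.05. On Day 10, 34 of them were higher than on Day 7 and 0 were lower (51 higher when adjusted over the list alone). These genes too were chosen by the study on the same arrays and are not independent evidence. Against the Day 7 mean and relative to all tested genes on the same array, 430 of the 465 lay higher on Day 10 replicate 1, with a median of 0.49, and 457 on replicate 2, with a median of 0.62. The rule of a decrease of 2-fold to 10-fold followed by an increase held for 334 genes here, 233 of them in Table S4, and for 541 genes with each array centred on its median.

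**Figure D3:**
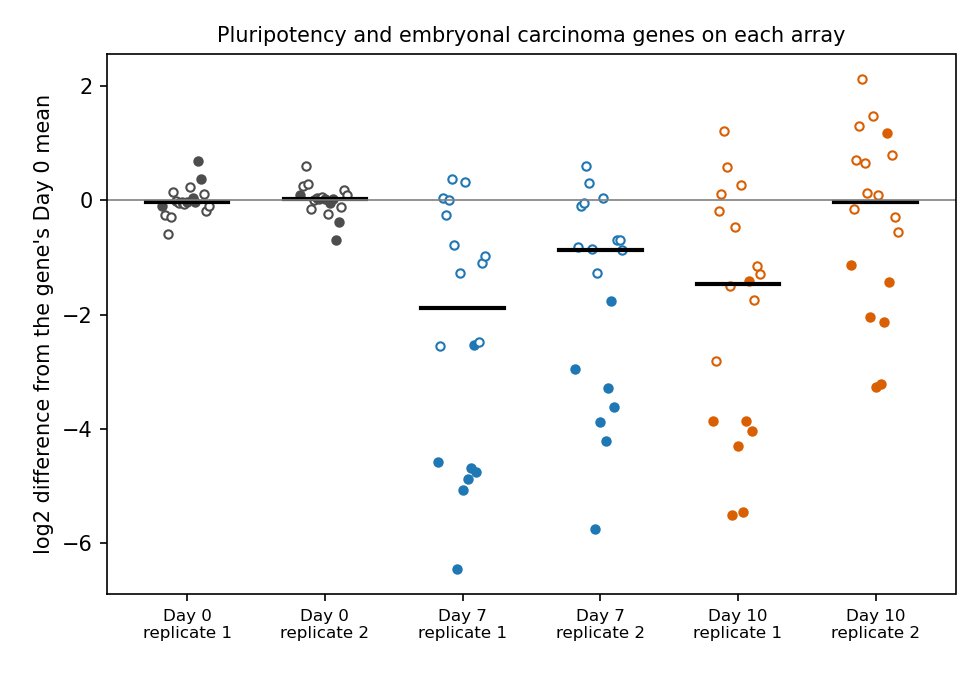
Level of the 18 tested genes of pluripotency and embryonal carcinoma on each of the 6 arrays, as the log2 difference from the Day 0 mean of the gene. Each point is a gene, filled for the 7 that were lower on Day 7 by limma, and bars are medians. On Day 10 the points of replicate 2 lie above those of replicate 1 for 17 of the 18 genes.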

The DEX-down genes had 107 cell process GO terms. The percentage of neural-related processes in all 107 terms was only 2.8%, and those of cellular transport and apoptosis were 11.0% and 5.6% (Figure 3B). The GO terms of DEX-down genes showed unique patterns compared with those of the DAS, DAS-up, DAS-down, or DEX-up genes, suggesting that the DEX-down genes are not responsible for neural-events (Figure 3C).

### Potentially important exons extracted by pathway analysis and text-mining

Text-mining and pathway analysis were performed for the DAS genes using MedScan® text-mining technology in PathwayStudio® (Ariadne Genomics) [28]. Of the 236 DAS genes, the functions (cell process) 151 genes have been reported in multiple publications. The remaining 85 genes were categorized as ‘unknown genes’. Of the151 DAS genes with known functions, 66 were categorized as ‘well-known genes’ in neural processes since their functions in neural cells or organs were reported previously. The remaining 85 were categorized as ‘functional DAS genes’, having little reported evidence of neural regulatory roles (Figure 4A & 4C). This suggests that many DAS genes are related with neural events, as already shown by GO analyses. Because 66 well-known genes has been studied in neural cells or organs, further research about functional differences between alternative isoforms will probably clarify their functions in non-neural cells or organs. It will be very difficult to analyze alternative isoforms in the 85 unknown genes, since there are too few clues about their functions. Therefore, we focused on the 85 functional DAS genes.

**Figure 4:**
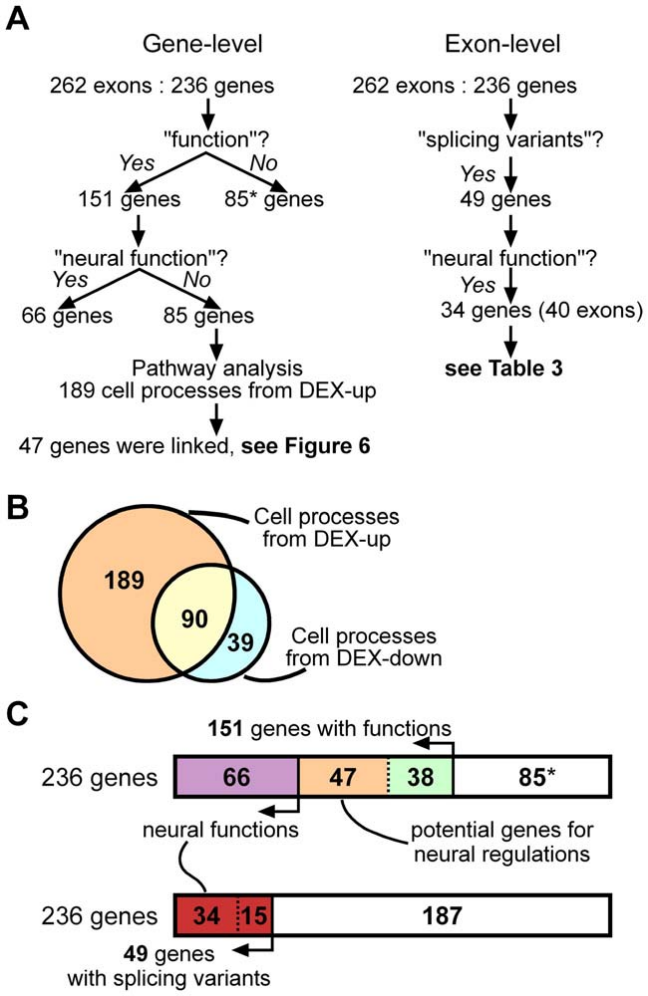
Pathway analysis and text-mining. (A) A Flow chart of informatics analyses at the gene-level (left) and exon-level (right). PathwayStudio® was used on 236 DAS genes. The functions of 85 genes were not reported in multiple studies, and these were categorized as unknown genes (*). Sixty-six genes were reported in studies on the functions in neural cells or organs, and were categorized as well-known genes. Another 85 genes were categorized as functional genes. The approach for the 85 functional genes is described below. Among the 236 DAS genes, 49 were reported in articles on ‘splicing variant’ or ‘isoform’. Thirty-four genes overlapped with the 66 well-known genes. Further confirmation was performed (Table 3). (B) Number of cell processes in pathway analysis of DEX-up and/or DEX-down genes (see Figure 3C). Orange, blue, and yellow indicate the number of biological processes from DEX-up genes, DEX-down genes, or both, respectively. Since DEX-up genes are primarily important for neural-events and DEX-down genes are not (see Figure 3), it is predicted that 189 biological processes take place in the neural differentiation. Forty-seven of the 85 functional DAS genes from the remaining 170 genes, whose functions matched with the 189 specific biological processes of the DEX-up group, were extracted. (C) Number of genes in Figure 4A. Upper box shows 66 well-known (purple), 85 unknown (*), and 85 functional genes. Among the 85 functional genes, 38 genes were not linked (green) and 47 genes were linked with the 189 processes and were categorized as potential genes for neural regulation (orange). Among the 236 DAS genes, 49 genes (red) were found in articles concerning ‘splicing variant’ or ‘isoform’ (lower box) and 34 genes were found in articles of neural functions.

In order to extract potentially important genes from the 85 functional DAS genes, we focused on DEX-up genes since DEX-up genes and DAS genes might affect on their expressions each other. As shown in GO analysis (Figure 3), in contrast to the DEX-down genes, many of the DEX-up genes seemed to regulate neural events. A total of 279 cell process terms closely related to DEX-up genes were extracted from the literature using text-mining and PathwayStudio® database (Figure 4B). Ninety overlapping terms of DEX-up and DEX-down groups were subtracted from the 279 terms. The remaining 189 cell process terms are presumed to be responsible for events in the neuronal P19 cells.

We next extracted biological relationships between the 189 cell processes and 85 functional DAS genes. Forty-seven DAS genes were linked to these cell processes (Figure 4A & Table S5). These 47 genes are potentially important, because isoforms created by neural splicing may acquire novel functions that have not been reported in neural cells. 

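Most exons of the 47 genes in Table S5 had the sign of Table S2 here, among them exons of Cit, Tpm1 and Elavl2. The exon of Cit, which encodes citron kinase of the cleavage furrow, had an SI_d7 of -4.26 (SE 0.42, 2 arrays per day) and fell by 4.23 against its adjacent probesets (SE 0.43, adjusted p = 0.0018 from limma). Its intensity went from 1940 ± 759 (SD, n = 2) on Day 0 to 57.8 ± 4.51 on Day 7. An exon of Tpm1, a tropomyosin, had an SI_d7 of 1.93 (SE 0.34) and rose by 1.87 against its neighbours (SE 0.50, adjusted p = 0.029 from limma). An exon of Elavl2, a neuronal RNA-binding protein, had an SI_d7 of -2.17 (SE 0.32), one of Usp5, a deubiquitinase, had 1.62 (SE 0.22), and one of Hdac6, a cytoplasmic deacetylase, had 1.30 (SE 0.19). These 5 exons were chosen after their values were seen. Of the 47 genes, 46 have an exon in the copy of Table S2, and 45 of their 48 exons with an SI had the sign of that table, 15 of them past 1.35. Against adjacent probesets, 10 of 51 exons passed limma in that direction, with p adjusted over the exons of Table S2 alone. At the gene level, 43 were tested, of which 9 were higher on Day 7, 7 were lower and 27 did not pass, with the same counts when adjusted over the list alone and a median of 0.28. On Day 10, 6 were lower than on Day 7 and 0 were higher, and on the deposited scale no call remained when any 1 array was left out (2 higher and 7 lower when adjusted over the list alone). The list was chosen by the study on these arrays and is not independent evidence.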

Eleven genes out of the 47 genes were involved in cell cycle-related events, processes in the G1 and/or S phase (Figure 5). This result is reasonable, since cell proliferation and cell differentiation are very closely related.

**Figure 5:**
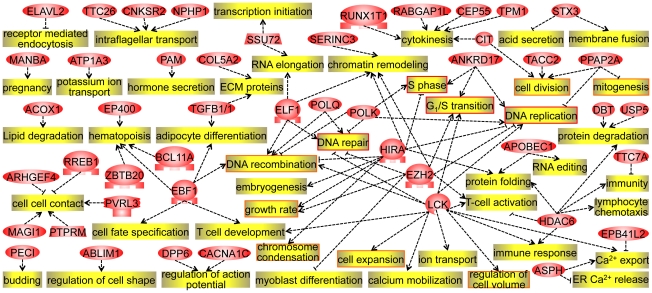
Pathway analysis of 47 DAS genes. PathwayStudio® was used to find linkages between the 85 functional genes and 189 biological processes (see Figure 4A). Forty-seven DAS genes and their linked to biological processes are shown. Cell cycle–related functions were found (orange & red), especially those relate to the G_1_ and/or S phase (red).

### Informatics and experimental analyses of splicing isoforms

In addition to the above gene-level analyses, we tried to perform exon-level informatics analyses. Among 236 DAS genes, 49 genes have been reported in articles about isoforms or splicing variants of previously investigated transcripts (Figure 4C & Table S2). Thirty-four genes were overlapped between the 66 well-known genes and 49 genes with known splicing (Figure 4A & 4C). The exons of 15 of the 34 genes were consistent with previous reported variants (Table 3). 

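Exons of Sfswap, Gas7 and Map2 were among those of Table 3 that moved against their neighbours on Day 7. An exon of Abcc5, an exporter of cyclic nucleotides, had an SI_d7 of 2.20 (SE 0.36, 2 arrays per day), with intensities of 29.3 on Day 0 and 231 on Day 7. An exon of Gas7, a protein of neurite growth, had an SI_d7 of 2.06 (SE 0.44) in a gene that fell by 1.92 (SE 0.31, adjusted p = 0.00051 from limma), a gene-level call that ended without Day 7 replicate 1 (adjusted p = 0.057) or Day 7 replicate 2 (0.054). Sfswap, listed as SFRS8 and itself a splicing factor, had an exon with an SI_d7 of 1.67 (SE 0.22), and against its neighbours this exon rose by 1.56 (SE 0.39, adjusted p = 0.023 from limma). Map2, which encodes a microtubule-associated protein of dendrites, had an exon that rose by 2.97 against its neighbours (SE 0.43, adjusted p = 0.0039 from limma) and another that fell by 3.51 (SE 0.42, adjusted p = 0.0031 from limma). The first had an intensity of 0.00467 on Day 0, far under the offset, and 790 ± 103 (SD, n = 2) on Day 7, so the offset sets the size of its rise. Table 3 lists 41 probesets, of which 38 had an SI here. The sign was that of Table 3 for 36 of them, 24 of these past 1.35, and 31 had an unadjusted p under 0.05, while limma called 0 after adjustment and diffSplice called 10. Egfr, at -0.08 (SE 0.43), and Pim2, at -1.10 (SE 0.54), had the other sign, though Egfr stood at 0.14 without Day 0 replicate 2 and 0.58 without Day 7 replicate 1. Against adjacent probesets, 39 of 40 moved in the direction of Table 3 and 15 passed limma at an adjusted p under 0.05, adjusted over the exons of Table S2 alone. These exons too were chosen by the study on the same arrays, so the shared signs are not independent evidence.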

Of the 15 genes, distinct functions of the alternative isoforms in each gene were confirmed in 9 genes, including *Gnao1* (Table 3). These might mediate neural events as a result of alternative splicing. For instance, results of semiquantitative RT-PCR and the SI value of *Gnao1* showed that the *Gnao1* B isoform (189 nt) changed to the A isoform (124 nt) in P19 neuronal cells (Table 2 & 3). This result is consistent with a previous report showing that GNAO1 A isoform, but not the B isoform, is required for the light response of retinal bipolar cells [30].

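The Gnao1 probeset reports on an exon of the alpha subunit of the G protein Go, which is abundant in neurons. Its SI_d7 was -1.21 (SE 0.29, 2 arrays per day), with -0.72 in replicate number 1 and -1.70 in replicate number 2, and its SI_d10 was -0.87. The intensity of the exon was 577 ± 333 (SD, n = 2) on Day 0, 300 ± 50.6 on Day 7 and 255 ± 90.5 on Day 10, so that the Day 0 SD was larger than the difference between the means of Day 0 and Day 7. The level of the gene changed by 0.42 (log2, SE 0.30, adjusted p = 0.40 from limma). After adjustment over all probesets the change of the exon did not pass limma (adjusted p = 0.57), and diffSplice gave an adjusted p of 0.93. Against its neighbours the exon changed by -1.01 (SE 0.43, adjusted p = 0.087 from limma). From the RT-PCR and the SI value, the paper concludes that Gnao1 changed from the B isoform to the A isoform in P19 neuronal cells.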

**Table 3:** Exon-level annotations of 34 genes with known splicing.

	“Exon”	Reported regulations	Position indicated by	Isoform name		Distinct function of the isoform	
Protein	Probeset ID	in neural cells or organs	“Probeset”-“Article”	with/without “Exon”	SI_d7_	Function	PMID
DTNA	5566371	regulation of synapse, etc	same	α-dystrobrevin-2/1	1.56	viral life cycle	12475945
EPB4.1	5594543	cytoskeleton assembly, etc	same	Epb 4.1 variant1/2	2.70	cytoskeleton assembly	9092575
	5012146		same	Epb 4.1 variant1/3	1.50		9092575
GNAO1	4489479	neurotransmitter uptake	same	Gnao1B/A	−1.62	neurotransmitter uptake	12077185
GPHN	4505349	synaptic transmission, etc	same	Gphn2,4,6/2,6	−1.74	Mo-cofactor synthesis	18411266
KITL	5091217	neurogenesis, etc	same	SCF248/220	1.47	proteolysis	7507105
MTAP2	5123064	cytoskeleton assembly	same	Map2s/c	13.22	neuclear localization	10383434
	5161361	neurite outgrowth, etc.	same	HMW/LMW map2	−3.24		10383434
NFASC	5439373	cell contact,	same	NF186/155	2.63	neurite outgrowth	16314110
	4436418	cell adhesion	same		2.11		16314110
PITX2	4556486	morphogenesis	same	Pitx2c/a	−1.42	morphogenesis	10662647
THRA	4582355	Glucose metabolism,	same	c-erbA α1/2	−1.79	DNA binding, etc	2901090
	4705058	neurogenesis, etc.	same	c-erbA α2/3 (&1)	1.44		2901090
ABCC5	5507375	relaxation	same	ABCC5 SV1, 2, 3/	2.62	not found	N/A
CSF1	5305033	microglia activation, etc	same	Csf1 variant3/1	−2.75		
CUGBP2	4579194	RNA splicing, etc	same	Napor-3/Etr-3	−1.59		
NRCAM	5034147	axon guidance, etc.	same	Nrcam variant1/2	11.80		
SYT7	5121401	vesicle exocytosis,	same	Syt7 variant3 (g)/1	2.58		
	4667795	endocytosis, etc	same	Syt7 variant2/1	2.60		
EPB4.1L3	5517310	organogenesis	same	not determined	2.76		
	4866829		same		2.04		
APLP2	5477899	axon cargo transport, etc	different	Aplp2 variant2/1	2.04	chondloitin modification	17371289
GAS7	4941178	cell growth, etc.	different	Gas7a/b	2.50	neurite outgrowth	15948147
RBM9	5479607	RNA splicing	different	Fox-2f/a	2.04	RNA splicing	17715393
TCF4	4886763	neuron differentiation	different	Mitf-2a/b	1.85	transcription	8631961
CACNA1B	4683815	synaptic transmission, etc	different	Cacna1b variant1/2	−1.35	not found	N/A
CLTA	4399984	neurotransmitter secretion	different	LCa variant2 (&3)/1	3.05		
DLG3	5344442	synaptogenesis	different	Dlg3 variant1/2	5.39		
TSC2	5151584	S phase, etc.	different	Tsc2 isoform 5/4	1.87		
EGFR	5316652	axonogenesis, etc.	different	Egfr variant2 (&4)/1	2.96		
BCL2L11	5411420	neuronal death, etc	different	undetermined	2.26	N/A	
ENPP3	4509455	cell differentiation	different		3.16		
	4522439		different		2.38		
FRAP1	4375053	synaptic plasticity, etc	different		1.78		
MBNL1	4357388	reflex	different		−2.16		
SFRS8	4922980	RNA splicing	different		1.78		
SPP1	5403558	synaptic plasticity, etc	different		−2.07		
APBB1	5391818	RNA splicing	different		−1.47		
NDRG4	4329704	cell proliferation, etc	different		−1.54		
PDE7A	5142491	memory	different		2.74		
PIM2	4775974	cell proliferation	different		3.42		

Curation confirmed that 34 DAS genes (40 DAS exons) were reported to be variants or isoforms (see Figure 4A). The probeset ID sequences of 40 DAS exons and previous literature on the variants of these genes were compared to confirm whether the sequence and the variants indicated the same isoforms. The literature was also searched for the distinct functions of the isoforms.

Among the 49 genes with known splicing, 15 genes overlapped with 85 functional genes (Figure 4C). In this study, only the splicing of the Abi2 gene in these 15 genes was analyzed by RT-PCR (Table 2). 

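The exon of Abi2, a gene whose protein acts with the WAVE complex on actin, rose against its neighbours from Day 0 to Day 7. Against its adjacent probesets the exon rose by 1.81 (log2, SE 0.42, 2 arrays per day, adjusted p = 0.018 from limma). Its intensity was 355 ± 86.6 (SD, n = 2) on Day 0, 1060 ± 137 on Day 7 and 423 ± 80.9 on Day 10. The SI_d7 was 1.73 (SE 0.30), with 1.61 and 1.85 in the replicate numbers 1 and 2, and the SI_d10 was 0.76. The level of the gene changed by -0.18 (SE 0.29, adjusted p = 0.75 from limma). Among all probesets tested, the SI of this exon did not pass limma (adjusted p = 0.33), and diffSplice gave an adjusted p of 0.056. The p against its neighbours was adjusted only over the exons of Table S2, which the study had chosen on these arrays, so it is not independent evidence.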

Although a detailed expression analysis of splicing has not been reported, the RT-PCR and SI results indicated that the skipping isoform (149 nt) of *Abi2* changed to an inclusion isoform (329 nt) during the neuronal differentiation of P19 cells (Table2). Interestingly, one previous study has reported a neural function of *Abi2* gene, showing that *Abi2* is involved in ‘memory’ and ‘learning’ [31]. To test whether *Abi2* splicing is related to this higher brain function, alternative splicing was studied by brain dissection, which revealed that the relative amount of the inclusion isoform was increased in the frontal cortex compared with other tissues (Figure S3). This preliminary result implies that the neural splicing regulation of *Abi2* is quite important for higher brain functions.

## Discussion

One important aspect of Exon Array projects in wet laboratories is that the extracted candidates primarily consist of actual alternative exons validated by RT-PCR. However, there have only been a small number of projects in which the DAS exons were efficiently extracted and validated by RT-PCR [12]. In the present study, 87% of the 262 DAS exons were found to change in the neuronal stage of P19 cells by semiquantitative RT-PCR (Table 2). This score indicates that the filtering conditions used efficiently extracted DAS exons from signals using Exon Arrays. Another important aspect in Exon Array projects is the ease of modifying the filtering conditions. To obtain more reliable DAS exons, the threshold of the ABS_SI_d7_ values in the sixth procedure in Table 1 should be increased (e.g., from ≥1.35 to ≥3.0). 

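Exons with a larger listed fold of a PCR product also had an SI_d7 of larger size on the arrays. The 9 exons of Table 2 that changed 10-fold or more in the paper's RT-PCR and had an SI here, among them those of Dlg3 and Aff3, had a median absolute SI_d7 of 2.57. The 16 exons with a change of 2-fold to 10-fold, among them those of Abi2 and Gnao1, had a median of 1.67, and the 4 exons under 2-fold had a median of 1.10. Over 29 exons, the absolute SI_d7 and the log2 of the paper's RT-PCR fold had a Spearman's rho of 0.692 (permutation p = 9e-05, Benjamini-Hochberg adjusted 0.00018) and a Pearson's r of 0.728 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted 2e-05). Without the 2 exons farthest from the median SI_d7, r was 0.654. The change against adjacent probesets gave a rho of 0.645 (permutation p = 0.00026) and an r of 0.681 (permutation p = 6e-05), and an r of 0.591 without the 2 farthest exons. These 2 relations are two-sided tests across exons, which are not independent replicates, and the RT-PCR folds are the paper's own. Each fold is that of a single PCR product, higher on either day, and not always of a product that moved with the exon. For Snap91 and Rbfox2 the listed product was higher on Day 0 while SI_d7 was positive. The relations therefore compare sizes and not directions.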

A higher ABS_SI value likely indicates a remarkable change of alternative splicing in the RT-PCR experiments (Table 2). Probesets with high ABS_SI_d7_ values indicated alternative exons in a ratio of approximately 40∼50% in the UCSC blat search (Figure 1B). There are probably many alternative splicings in DAS exons with high ABS_SI values. Indeed, these exons can be efficiently validated by RT-PCR in a neural-specific manner.

Although the ABS_SI_d7_ threshold can be variable, we think that a threshold of ABS_SI_d7_ ≥1.35 in the sixth procedure of Table 1 is appropriate. According to the approximation curve, the percentage of predicted alternative exons decreased in the area of high ABS_SI_d7_ values. The percentage of predicted nonalternative exons plateaued at an ABS_SI_d7_ value of approximately 1.35 (Figure 1B). This is because the potential DAS exons accumulated at an ABS_SI_d7_ of ≥1.35. The inflection point between decreasing range and a plateau state (e.g., in in Figure 1B) is probably suitable for use as the ABS_SI threshold. It is also preferable to use accessible software like the Expression Console and Excel. Open access homology search tools such as NCBI BLAST or UCSC blat are useful in the prediction of alternative exons, and reduce the expense of the Exon Array analysis. The extraction method presented here could become the standard method for extracting DAS exons in wet laboratories, because it is useful in projects that employ a small number of samples and promotes the comprehensive analyses of alternative splicing events.

We detected novel splicing patterns in 7 alternative splicing events among 30 randomly selected exons from 262 DAS exons (Figure 2 & Table 2). Therefore, there are still many undetermined alternative splicing events. It is possible that probesets that were removed in the prediction of alternative splicing (Table 1; eighth procedure) also contain novel alternative exons. The latest software or the scoring of exons using exonic splicing enhancer (ESE) and exonic splicing silencer (ESS) may accurately predict DAS exons [32], [33]. Such scoring is especially important for aberrant splicing events, which are frequently observed in cancer cells [34].

In addition to these sequence data, the results of informatics analyses showed that only 49 of the 236 DAS genes have been reported in previous articles of ‘alternative splicing variants’ (Figure 4). Although this informatics analysis is a new trial to identify exon-level annotations, it is likely that insufficient researches has been performed on splicing isoforms. Moreover, there is no assembled database that shows the relationship between a function and each distinct splicing isoform, even though databases for functional analysis are substantial in annotations of genes and proteins. Expression profiles containing alternative splicings are accumulating in databases. Therefore, exon-level informatics analyses will only increase in importance.

Forty-nine of the DAS genes were splicing ‘isoform’ or ‘variant’. Of these, 34 genes had well-studied functions in neural cells or organs. Nine of the 34 genes have a reported distinct function for their alternative isoforms (Table 3). In particular, one Gnao1 isoform, GNAO1 A, is required for light response [30]. *Gnao1* B (189 nt) was a major product in undifferentiated P19 cells and changed to *Gnao1* A (124 nt) in neural differentiated P19 cells (Table 2 & Figure S1). Among adult mouse tissues, *Gnao1* A was abundant in brain or brain dissections (Figure S1 and S3). Therefore, it seems that the splicing regulation of *Gnao1* is primarily involved in neural differentiation. Although *Abi2* is one of the 49 genes with known splicings, it was categorized with the 85 functional genes. Distinct functions for the Abi2 isoforms are unknown. The skipping isoform (149 nt) of *Abi2* was replaced with the inclusion isoform (329 nt) in neuronal differentiated P19 cells (Table2 & Figure S1), and this isoform was largely detected in the frontal cortex of the adult mouse (Figure S1 & S3). Alternative splicing regulation of *Abi2* may be important for higher brain functions, based on the present results and the previous finding that *Abi2* mediates ‘memory’ and ‘learning’ [31].

Along with *Abi2*, the 85 functional genes may be the most important group to investigate alternative splicings, since they are substantially unknown in neural cells or organs. To extract potentially important DAS genes from the 85 functional genes, both alternative splicings and gene expressions were examined. Informatics analyses showed that many DAS genes and DEX-up genes were involved in neural-related events (Figure 3C). Based on the GO biological process terms, we assumed that the DEX-up genes, but not the DEX-down genes, were responsible for events in P19 neuronal cells (Figure 3C). The protein expression levels of the DEX-down genes are probably reduced in P19 neuronal cells. Reductions or disruptions of DEX-down proteins may prevent them from functioning in the differentiated cells.

Some of the DAS genes likely directly or indirectly affected on expressions of the DEX-up genes, and some of the DEX-up genes likely affected on alternative splicings of DAS genes [10]. Therefore, from the pathway analysis, the links between 189 cell processes of DEX-up genes and 85 functional genes out of 236 DAS genes were examined (Figure 4A). Eleven of the 47 presumably important DAS genes mediated the G_1_/S transition in the neuronal differentiation of P19 cells (Figure 5). The regulations of alternative splicing in the 11 DAS genes may play important roles in the cell cycle regulation. This informatics result is very reasonable, since cell proliferation and cell differentiation are highly associated. Some alternative events have been also investigated, but there are still unknown frontiers in alternative splicing research (Table 3).

This study obtained the expression profiles of genes and alternatively spliced transcripts. These profiles included key factors and their potential targets in the transcriptional and alternative splicing networks. 

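Several regulators of neural splicing rose in P19 cells on Day 7. Of 28 tested genes of neural splicing regulation, 13 were higher on Day 7, 0 were lower and 15 did not pass the test (13 when adjusted over the list alone), with a median change of 0.76 (log2). Elavl4, a neuronal RNA-binding protein of the Hu family, rose by 3.03 (SE 0.26, 2 arrays per day, adjusted p = 2.1e-06 from limma), and Celf4 by 2.85 (SE 0.27, adjusted p = 5.1e-06 from limma). Rbfox1, the Fox-1 that promotes inclusion of Mef2c exon β, rose by 2.71 (SE 0.28, adjusted p = 8.3e-06 from limma), while Mef2c itself changed by -0.08 (adjusted p = 0.90). Mbnl1 rose by 1.94 (SE 0.26, adjusted p = 0.0001 from limma) and Celf2 by 2.02 (SE 0.26, adjusted p = 7.1e-05 from limma). Ptbp2, the nPTB of neural tissue, changed by -0.25 (SE 0.28, adjusted p = 0.63 from limma). Srsf10, known as SRp38 or NSSR1, changed by 0.36 (SE 0.29, adjusted p = 0.45 from limma), and Npm1, which encodes nucleophosmin, by -0.34 (SE 0.29, adjusted p = 0.49 from limma). camera gave the list an adjusted p of 1.6e-05 with the preset correlation and adjusted p = 0.12 with an estimated correlation, and fry gave 0.0031. From Day 7 to Day 10, 3 members were lower, among them Elavl4, 0 were higher and 25 did not pass (5 lower when adjusted over the list alone), with a median of -0.40 relative to all genes, and on the deposited scale these calls ended when any 1 array was left out. For that comparison fry gave 0.028, camera gave 0.00076 with the preset correlation and adjusted p = 0.34 with an estimated correlation, and camera gave 0.30 under a stricter filter on dim genes.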

Among the DEX-up and DAS genes, we observed 20 and 14 RNA processing-related genes, respectively. These genes may play key roles in neural splicing regulation. For instance, RBM9 was included in both the DAS and DEX-up groups. 

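Rbm9, now named Rbfox2, encodes a splicing regulator that binds the same motif as Fox-1. Its DAS exon had an SI_d7 of 2.07 (SE 0.24, 2 arrays per day) and an SI_d10 of 1.95. The intensity of the exon was 248 ± 66.4 (SD, n = 2) on Day 0, 2720 ± 294 on Day 7 and 1660 ± 383 on Day 10. Against its neighbours the exon rose by 2.79 (log2, SE 0.43, adjusted p = 0.004 from limma), with p adjusted only over the exons of Table S2, which the study had chosen on these arrays. The SI did not pass limma over all probesets (adjusted p = 0.16), while diffSplice, the test with more calls on unchanged probesets in simulated data, called the exon (adjusted p = 0.00025). The level of the gene rose by 1.32 (SE 0.26, adjusted p = 0.0023 from limma). That gene-level call ended without Day 0 replicate 1 (1.09, adjusted p = 0.061), without Day 7 replicate 1 (1.37, adjusted p = 0.058) and without Day 7 replicate 2 (1.28, adjusted p = 0.08).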

The splicing activity of the RBM9 isoform, which is indicated by the DAS exon, is reduced compared to that of another isoform [35]. This study also focused on the cell cycle-related genes (Figure 5). SRp38/NSSR1, which we previously detected during neuronal differentiation in P19 cells [22], is a known splicing repressor via dephosphorylation in M-phase specific manner [36]. Nucleophosmin (NPM) is another cell cycle-dependent splicing regulator [37] that is phosphorylated during the G_1_/S transition. These splicing regulators and their potential targets may be very important in future studies clarifying the alternative splicing networks involved in the neuronal differentiation of P19 cells.

## Supporting Information

Figure S1 **Semiquantitative RT-PCR.** (A) Schematic representations of alternative splicing. Thirty of the 262 DAS exons were randomly selected, and 25 alternative splicings are shown above. The remaining splicings are shown in Figure 2. Boxes and middle lines indicate exons and introns, respectively. Gray indicates a possible alternative exon. Arrows indicate locations of the primer annealing sites. Numbers indicate the length of PCR products. The sequences of PCR products were confirmed by sequencing analysis. Semiquantitative RT-PCR during P19 cell differentiation (Day 0, 1, 4, 7, and 10) (B) and in adult mouse brain and other tissues (C). *β-Actin* was used as a control. *GluR1* was used as a neural differentiation marker (B only). Schematic representations of PCR products are shown on the right side of the panels.
(TIF)

Figure S2 **Graphical representations of semiquantitative RT-PCR.** Results of semiquantitative RT-PCR (see Figure 2A, 2B, S1) followed by densitometric analysis are shown in the graphical representation. The amount of each PCR product was divided by total amount in each lane. Percentages are shown in the histogram. Bars indicate the standard error. Numbers on the right side of the graph indicate the length of PCR products. Numbers at the bottom of the graph show the time course: Day 0 (undifferentiated stage), Day 7 (neuronal stage), and Day 10 (early glial stage).
(TIF)

Figure S3 **Alternative splicings in brain dissection.** Semiquantitative RT-PCR experiments were performed using total RNAs of Skeletal muscle, brain, frontal cortex, hippocampus, cerebellum, spinal code (left). Total RNAs of brain dissection are commercially available (Takara). *Gnao1* and *Abi2*, but not *Kif21b*, are categorized among the 49 genes with known splicings. Distinct functions of the *Gnao1* isoforms, but not of the *Abi2* isoforms, were previously reported, but not *Abi2*. *β-Actin* was used as a control. Schematic representations of alternative splicings are shown (right). Boxes and middle lines indicate exons and introns, respectively. Gray indicates a possible alternative exon. Arrows indicate locations of the primer annealing sites. Numbers indicate the length of PCR products.
(TIF)

Table S1 **PCR primers.** Primer sequences, annealing temperatures, and PCR cycles are shown. In the case of ≥3 primers in a DAS exon, multiplex PCR was performed.
(XLS)

Table S2 **List of the 262 DAS exons.**
(XLS)

Table S3 **List of the 1,666 DEX-up genes.**
(XLS)

Table S4 **List of the 550 DEX-down genes.**
(XLS)

Table S5 **List of the 47 DAS genes and their cell processes.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

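P19 mouse embryonal carcinoma cells were measured on Affymetrix Mouse Exon 1.0 ST arrays on Day 0 (undifferentiated), Day 7 (neuronal stage) and Day 10 (early glial stage), with 2 biological duplicates per day and 6 arrays in all. The cells of Day 7 and Day 10 had been given 1 µM retinoic acid for 4 days. All columns of per-sample values were mapped to a day and a replicate number (0 not mapped).

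The values deposited by the authors are exon-level intensities of 228090 core probesets on a linear scale, without log2. According to the paper they were made by sketch normalization and PLIER, while the submitters' processing notes name RMA and Affymetrix Expression Console, with no version given. The mean intensities of the DAS exons were checked against the exon levels in Table S2, where the median log2 ratio was -0.01 on each day and 78.8% (Day 0), 81.9% (Day 7) and 83.8% (Day 10) of the exons lay within 0.25. The design had assumed log2 values, and the tests were kept once the unit was known. An offset of 16 was then set and log2(intensity + 16) was used, and offsets of 0 and 50 were tried as alternatives after the values were seen. DABG p-values, gene-level intensities from Iter-PLIER, probeset coordinates and annotation of cross-hybridization were not used here.

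Probesets were assigned to genes by the symbol in the array annotation, and 207232 had 1 symbol, 3882 had several and 16976 had none. Of 16207 symbols, 14055 are current in the reference GRCm38.p6, which served only for names, and 2086 were updated. From Table S2, 12 DAS probesets were given a gene and 9 were left without one. The copy of Table S2 holds 259 exons, fewer than the paper lists, so no overlap or enrichment was tested on it.

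The gene level was the median polish of the probesets of a gene. Genes with a mean level at or above the 30th percentile were tested (11345 genes). SI was the change of the log2 ratio of a probeset to its gene between days, tested for genes with at least 4 probesets that lay at or above the 45th percentile on Day 0 and Day 7 and probesets at or above the 25th percentile on Day 0 or Day 7. Exons of the paper's tables outside this filter are given with their values as well. limma 3.58.1 in R 4.3.3 was fitted to the 6 arrays, with Benjamini-Hochberg adjustment, and calls needed an adjusted p under 0.05 and a fold of 2 or an absolute SI of 1.35. Exons were also compared with the adjacent probesets named in Table S2, adjusted over those exons. diffSplice was run as the other test of exon use. The relation to the RT-PCR folds of the paper used 100000 permutations.

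The 14 gene lists were pluripotency and embryonal carcinoma, neurogenic transcription factors, neuronal cytoskeleton and axon, synapse with vesicles and neurotransmission, astrocyte and radial glia, oligodendrocyte lineage, retinoic acid response, Hox genes, neural splicing regulators, S phase and mitosis, cyclin-dependent kinase inhibitors and the Rb family, mesenchyme with smooth and cardiac muscle, primitive endoderm, and blood and endothelium. They were tested by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry. A list of ATF4 targets was added after the values were seen and has no test.

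Genes were named by a rule: the 10 largest rises and 10 largest falls among the calls of Day 7 against Day 0 and of Day 10 against Day 7, up to 4 called members per list with the largest change, every gene named in the text of the paper apart from Nova1, and every exon of Tables 2 and 3. The values in the tables of the paper had been seen when the rule was written. Genes outside it are marked where they appear.

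In simulated data with the same design, limma called 56 of 100 genes changed by 1.5 (log2) and 96 of 99 changed by 3, with 7 of 11146 unchanged genes called. The changes were put on genes and probesets of higher level and after the offset. Each gene and probeset kept the spread estimated from these arrays. Alternatives covered the summary of probesets, the filter, quantile normalization, centring on the median, the replicate number as a block, fits of only the groups compared, trend and robust fits, thresholds, and leaving out each array. When an array is left out, the remaining array of that day is assumed to vary like the others. The number of arrays limits the precision.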

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

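The 3 tests on the pluripotency genes in the Day 10 duplicates and the simulated shares beside them were chosen only after the result was seen, and the other 3 tests were written down before theirs.

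Some genes of mesenchyme, the Hox group, radial glia and kinase inhibitors, such as Col3a1, Hoxb9, Fabp7 and Cdkn2c, rose from Day 0 to Day 7, and the paper's text gives no Day 7 gene level for these groups, though it names cardiac muscle as another fate of P19 cells and the G1 and S phases among the processes of DAS genes. Among 21 tested genes of mesenchyme, smooth muscle and heart, 16 were higher, 0 were lower and 5 did not pass (16 when adjusted over the list alone), with a median log2 change of 2.77, and the collagen gene Col3a1 rose by 4.59 (SE 0.28, adjusted p = 1.4e-07 from limma). camera gave 6.4e-13 with the preset correlation and adjusted p = 0.12 with an estimated correlation, and fry gave 0.0037. Of 28 Hox genes, which pattern the body axis, 17 were higher, 0 were lower and 11 did not pass (17 when adjusted over the list alone), with a median of 1.72 (camera 1.2e-11, adjusted p = 0.06 with an estimated correlation, fry 0.00036), and Hoxb9 rose by 5.21 (SE 0.29). Of 21 genes of astrocytes and radial glia, 12 were higher, 2 were lower and 7 did not pass (12 and 2 when adjusted over the list alone), with a median of 1.32 (camera 1.8e-06, adjusted p = 0.27 with an estimated correlation, fry 0.0063), and Fabp7, a fatty acid binding protein of radial glia, rose by 4.51 (SE 0.36). Of 9 cyclin-dependent kinase inhibitors and genes of the Rb family, 5 were higher, 0 were lower and 4 did not pass (5 when adjusted over the list alone), with a median of 1.21 (camera 0.00011, adjusted p = 0.12 with an estimated correlation, fry 0.0037), and Cdkn2c rose by 4.12 (SE 0.30). With a stricter filter camera gave this list 0.15.

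Pluripotency genes stood higher in replicate 2 than in replicate 1 on Day 10, by a median of 1.68 over 18 genes, and on Day 7 14 of the 18 did so, by a median of 0.63. Between the same Day 10 arrays the median was 0.80 for S phase genes, 0.53 for mesenchyme and 0.44 for astrocytes and radial glia. It was -0.09 for the neuronal cytoskeleton and -0.18 for the synapse list, against 0.39 for all tested genes. A difference in overall intensity was argued against, since the median was 1.43 after quantile normalization, with 16 of the 18 above 0. A mislabelled array of undifferentiated cells was argued against, since the called genes of the neuronal cytoskeleton lay a median of 1.18 above their Day 0 mean on that array, 12 of 21 of them by 1 or more. A fixed share of unchanged cells was taken to predict a like share of the Day 0 intensity for each of the 7 genes called lower on Day 7. The shares differed 21.7-fold between the highest and the lowest, where simulated equal shares reached 4.5-fold at their 95th percentile. Nr0b1, a gene outside the naming rule, had Day 0 duplicates that differed by -1.39 (log2, replicate 2 minus replicate 1). Without it the shares differed 4.38-fold against 4.33-fold with the Day 0 spread of all 7 and 2.17-fold with that of the other 6. The prediction leaves out what the other cells express. On Day 10 replicate 1 the shares already ran from 0.0221 (Utf1) to 0.373 (Nr0b1). The test therefore cannot decide on a share of unchanged cells, which stays open. A biological difference between the cultures, such as a part of the cells in another state, was not tested and stays open.

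Probesets with an SI_d7 of -1.35 or less often lay in genes that rose, 61.5% of 441 against 7.64% of all tested probesets, and in the mirror case 17.8% of the probesets with an SI_d7 of 1.35 or more lay in genes called lower, against 4.9% of all. Dim probesets that cannot follow a rising gene were argued against as the whole cause, since 83.3% of the 144 brighter ones also lay in such genes, against 7.6% of all brighter tested probesets. Of the 297 dimmer ones 50.8% did, against 7.69% of all dimmer tested probesets, so dim signal stays open for part of the pattern. The ratio of the dimmer to the brighter share was 0.61. It cannot decide on that part, as dim probesets with more noise may pass -1.35 in other genes too. A general tendency of genes with many expressed exons was argued against as the whole cause, since 19.3% of the 561 probesets with an SI_d7 of 1.35 or more lay in genes that rose, a ratio of 0.313, while these 19.3% lie above the 7.64% of all, so it stays open for part of the pattern. SI subtracts the change of the gene, which ties low values to rising genes by construction, and this stays open, as do signal from other transcripts and exons left out of the isoforms that rose, none of them tested.

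SI_d7 was larger than SI_d10 for 221 of 248 DAS exons, which had been selected on these arrays. Of 3088 probesets chosen on the replicate 1 arrays alone, 67.1% had the larger value on Day 7 on the replicate 2 arrays, against 86.8% on the arrays used to choose them. Selection alone was taken to predict a share near an even split on the arrays not used. No such share over all tested probesets, or for a choice on SI_d10, is available, so the test cannot decide whether selection is the whole cause. The gap between the shares is what selection for part of it would give. On the replicate 2 arrays 66.5% of the 3088 probesets kept the sign of SI_d7, but their median in that direction was 0.25 (SI_d10 0.06). It was 1.66 on the arrays used to choose them, so most of the size was lost. A change of exon use from Day 7 to Day 10 stays open.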

How the results depend on the processing

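The offsets of 0 and 50, no offset with linear ratios averaged or with the gene level of Table S2, and quantile normalization without a Day 10 array were chosen only after the values were seen, and all other alternatives were planned. Of the main results 766 comparisons with an alternative kept their direction and their side of the threshold, 92 counts or values moved, 11 became stronger, 5 weaker and 5 reversed, and of single genes and probesets 6734 kept theirs, 415 moved, 88 became stronger, 597 weaker and 0 reversed. The 14 lists kept their direction under quantile normalization and centring in 28 of 28 cases over Day 7 and Day 10. Differences between replicate numbers had correlations of -0.06 (Day 0 and Day 7), 0.34 (Day 0 and Day 10) and 0.01 (Day 7 and Day 10) over 11345 genes. Not every pair of days had a correlation over 0.1, so the numbers were not taken to pair the arrays, though Day 0 and Day 10 shared part of their difference. Signal near background limits SI, as the offset shrinks changes of dim exons. Apart from fewer arrays or genes, the cause was not tested.

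For Day 10 against Day 7, counts higher and lower were 37 and 44 with no filter, 150 and 494 with the replicate number as a block, 155 and 494 with only the 2 groups compared, and 35 and 35 at the higher threshold. With arrays centred they were 221 and 155, with quantile normalization 209 were higher, with trend and robust 401 were lower, and 154 were lower without an offset and 145 with an offset of 50. A stricter filter gave 676 higher and 345 lower on Day 7, 429 higher on Day 10 than on Day 0, and 542 and 203 by the DEX rule. The higher threshold gave 541 and 184 on Day 7, 359 and 195 for Day 10 against Day 0, and 391 and 122 by the DEX rule, which gave 2004 and 664 at the lower threshold, and centring gave 541 lower by that rule.

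SI calls on Day 7 were 4 and 9 with no filter, 131 and 119 by diffSplice and 10 higher without an offset. For Day 10 against Day 7 they were 3 lower with no filter, 20 and 22 by diffSplice and 5 lower without an offset. Probesets past 1.35 were 2040 and 1892 with no filter, 183 and 112 with the stricter one, 1463 and 1114 at the lower threshold, 136 and 90 at the higher one, 1020 higher without an offset, and 308 and 261 with an offset of 50. DAS exons at 1.35 were 155 without an offset, 147 with linear ratios averaged as well, 208 with linear intensities averaged and the gene level of Table S2 as well, and 66 with an offset of 50, exons passing against adjacent probesets 122 with only the 2 groups compared and 25 without an offset, and diffSplice called 32 DAS exons.

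For lists, the astrocyte median of Day 10 against Day 7 reversed to -0.06 with the mean of probesets. With no filter the oligodendrocyte (0.17) and Hox (-0.37) lists of that comparison passed. The stricter filter gave 1.65 for retinoic acid, which passed, and 0.65 for kinase inhibitors and -0.31 for splicing regulators on Day 10, which did not. With the block, blood (1.8) passed.

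Without 1 array, results ranged as follows. Higher on Day 7 were 447 to 1107 and lower 123 to 486, Day 10 against Day 7 gave 0 to 0 both ways, and Day 10 against Day 0 gave 284 to 793 and 88 to 1475. Probesets past 1.35 were 581 to 1771 and 431 to 779, and exons passing against adjacent probesets 16 to 122. List medians were -0.29 to 0.26 for astrocytes, where -0.01 (without either Day 0 array), -0.03 (without Day 7 replicate 1) and -0.29 (without Day 10 replicate 2) were reversed, -0.48 to -0.29 for Hox, -0.46 to 0.14 for kinase inhibitors, -0.78 to -0.49 for synapse, -0.11 to 0.08 for oligodendrocytes, -0.14 to -0.08 for endoderm, 0.11 to 1.44 for pluripotency, -1.61 to -0.77 for S phase, -0.70 to -0.07 for mesenchyme, -0.48 to 0.01 for retinoic acid and -0.24 to -0.11 for neurogenic factors, all on Day 10 against Day 7, and on Day 7 1.64 to 1.89 for blood, -1.68 to -0.78 for pluripotency, 0.32 to 0.69 for neurogenic factors, -0.02 to 0.30 for retinoic acid, -0.03 to 0.16 for oligodendrocytes, -0.10 to 0.13 for S phase and 0.09 to 0.20 for endoderm. The other lists moved by 1.5 times or less.

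With quantile normalization, leaving out Day 10 replicate 1 gave 13 lower on Day 10 than on Day 7, 349 lower than on Day 0, 503 by the DEX rule, and medians of -0.31 (Hox), 0.28 (kinase inhibitors) and 0 (mesenchyme). Leaving out Day 10 replicate 2 gave 0 higher and 0 lower by limma, medians of -0.2 (synapse), 0.11 (astrocytes), 0.4 (oligodendrocytes) and 0.23 (endoderm), and 13 and 266 SI calls.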

Differences from the paper's values

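The settings without an offset, among them the one that also takes the gene level of Table S2, with an offset of 50, and with quantile normalization without a Day 10 array were chosen only after the values were seen, and the others were set before the data were examined. An SI reached the paper's value when it had the same sign and lay within the SD of the exon, and otherwise differed. That SD is the one of a difference between 2 arrays, from the spread within days. A value that reached it need not be close. For Spp1, at -2.07 in the paper with an SD of 0.92 here, -1.16 without Day 10 replicate 1 was enough.

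The paper first removed outermost, long and cross-hybridizing probesets, which was not done here. It had 94780 probesets before the threshold on SI, against 117280 here, so the counts past it come from unlike sets. The paper reports 1636 probesets with an absolute SI_d7 of at least 1.35, against 1002 here, where the filter on DABG p-values was also replaced by percentiles. The count was within 1.5 times with the gene level taken without the probeset itself and without Day 0 replicate 1, Day 7 replicate 1 or Day 7 replicate 2, and under no other alternative set before the data were examined that kept the threshold. It was 1664 without an offset and 1341 with linear ratios averaged as well, 2 settings chosen after seeing the values, and of the 96 DAS exons past 1.35 here these dropped 0 and 2. The paper's 1666 DEX-up genes stand against 1026 here. At the paper's fold of 2, and among the alternatives set before the data were examined, the count was within 1.5 times without Day 0 replicate 2 alone (1196), and with a lower fold of 1.5 it was 2004. Without an offset, chosen after seeing the values, it was 1135, also within 1.5 times, and 10 of the 754 genes of Table S3 met here were dropped. The paper's 550 DEX-down genes stand against 334, within 1.5 times with quantile normalization, centring, without Day 7 replicate 2, without Day 10 replicate 1 and, with the lower fold, at 664, and under no other alternative set then. Of the settings chosen after seeing the values, 367 were counted without an offset, 503 with quantile normalization without Day 10 replicate 1 and 402 with it without Day 10 replicate 2, all within 1.5 times, and of the 233 genes of Table S4 met here these dropped 4, 4 and 7. Of the 259 DAS exons in the copy of Table S2, all past 1.35 in the paper, 96 reached it here, and no alternative set before the data were examined came within 1.5 times. With no offset, linear intensities averaged and the gene level of Table S2, changed together and chosen after seeing the values, 208 reached it.

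In Table 2 the paper's SI_d7 and the value here were 1.85 and 1.10 for Atf2, 5.39 and 3.30 for Dlg3, -2.98 and -0.91 for Pced1a, 2.15 and 1.29 for Kif1b, 5.90 and 2.92 for Neo1, 2.06 and 1.32 for Plekha5, -1.91 and -1.09 for Tmem219, and -2.75 and -0.41 for Tprkb, where no alternative set before the data were examined reached the paper's value. They were -2.05 and -1.34 for Adgrb2 (reached without Day 7 replicate 2), 2.76 and 2.24 for Epb41l3 (without Day 0 replicate 1 or Day 7 replicate 1), 4.23 and 3.05 for Kif2a (without Day 0 replicate 1), and 2.31 and 1.87 for Zfp326 (without either Day 0 array), and under no other alternative set then.

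In Table 3 they were 1.47 and 0.90 for Kitl, 13.22 and 1.60 for Map2, 2.63 and 1.22 for Nfasc, -2.75 and -1.63 for Csf1, 11.80 and 0.80 for Nrcam, 2.96 and -0.08 for Egfr, -1.54 and -0.83 for Ndrg4, 2.74 and 0.84 for Pde7a, and 3.42 and -1.10 for Pim2, reached by no alternative set before the data were examined. They were 1.44 and 0.66 for Thra (reached with the mean of probesets, with diffSplice and without Day 0 replicate 2), 2.58 and 1.78 (without Day 0 replicate 1) and 2.60 and 1.81 (without Day 0 replicate 1 or Day 7 replicate 1) for the exons of Syt7, -1.35 and -0.56 for Cacna1b (without Day 0 replicate 1), 2.26 and 1.11 for Bcl2l11 (without Day 0 replicate 2), -2.16 and -1.74 for Mbnl1 (quantile normalization and diffSplice), and -2.07 and -1.13 for Spp1 (gene level without the probeset itself, without Day 7 replicate 2 and without Day 10 replicate 1), and under no other alternative set then.

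Of 61 values of Tables 2 and 3 set side by side, 28 differed and 53 were smaller in size here. Without an offset, a setting chosen after seeing the values, 12 more came within the SD and 2 of those within it were lost. These 12 were Dlg3, Epb41l3, Kif1b, Kif2a, Zfp326, Kitl, Map2, Thra, an exon of Syt7, Bcl2l11, Mbnl1 and Spp1, and those lost were Mtor and Sfswap. Without an offset and with linear ratios averaged, also chosen after seeing the values, 14 came within it and 1 (Sfswap) was lost, with Pced1a, Neo1 and Pde7a added and Bcl2l11 no longer reached. With no offset, linear intensities averaged and the gene level of Table S2, changed together and likewise chosen after seeing the values, 19 came within it and 1 (an exon of Plekha5) was lost, with Adgrb2, Tmem219, Csf1, both exons of Syt7, Cacna1b and Ndrg4 among those reached. Quantile normalization without Day 10 replicate 1, chosen after seeing the values, reached those of Mbnl1 and Spp1. The 3 settings without an offset did not reach the values of Atf2, Plekha5, Tprkb, Nfasc, Nrcam and Pim2, and the first 2 did not reach that of Egfr, which has no gene level in Table S2 for the third. For the exons of Plekha5, Table S2 gives the paper's values the other way round from Table 2, 1.59 for the exon with 1.32 here and 2.06 for the exon with 1.89 here, and on those values neither exon differs by more than its SD.

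The paper lists the exons of Pim2 and Egfr as used more in neuronal cells, while the SI here was -1.10 (SE 0.54) and -0.08 (SE 0.43). For Egfr the sign was that of the paper with linear ratios averaged (0.04), without Day 0 replicate 2 (0.14) and without Day 7 replicate 1 (0.58), and, chosen after seeing the values, without an offset (0.22) and with linear ratios averaged as well (0.37). For Pim2 it stayed negative under each alternative run. On the deposited scale with the offset of 16, these were the 2 of the 61 values with the other sign.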

Other observations

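The list of ATF4 targets was chosen only after the values were seen, and the tests of the other lists were planned.

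From Day 7 to Day 10, some genes of astrocytes rose and some genes of the cell cycle fell. Gfap, the intermediate filament of astrocytes, rose by 3.71 (log2, SE 0.29, 2 arrays per day, adjusted p = 6.1e-05 from limma), Aldoc by 2.25 (SE 0.30) and Sparcl1 by 1.87 (SE 0.33), or by 3.91, 2.46 and 2.07 relative to the median gene. Of the 21 genes of astrocytes and radial glia, 3 were higher, 0 were lower and 18 did not pass (4 higher when adjusted over the list alone), with a relative median of 0.24. Not set against all genes, the median was 0.04, and it was -0.06 with the mean of probesets, -0.01 without either Day 0 array, -0.03 without Day 7 replicate 1 and -0.29 without Day 10 replicate 2. camera gave 0.0003 and adjusted p = 0.40 with an estimated correlation, and fry gave 0.34. Of 37 genes of S phase and mitosis, 16 were lower, 0 were higher and 21 did not pass (27 lower when adjusted over the list alone), with a relative median of -0.97, and camera gave 1.8e-19 and adjusted p = 0.34 with an estimated correlation, and fry gave 0.081. Not set against all genes, this median was -1.17, and it was -0.77 without Day 10 replicate 1. All 37 were higher on Day 10 replicate 2 than on replicate 1, by a median of 0.80. Mki67, a marker of proliferation, fell by 1.74 (SE 0.33, adjusted p = 0.018 from limma), a change of -1.53 relative to the median gene. On the deposited scale, leaving out any 1 array ended each call between Day 10 and Day 7, while with quantile normalization Gfap was still called without Day 10 replicate 1 (adjusted p = 0.019) and not without Day 10 replicate 2 (0.072).

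On Day 7 the same 37 genes of S phase and mitosis had a median change from Day 0 of -0.02 and a mean of 0.04, with 2 higher, 0 lower and 35 not passing (2 when adjusted over the list alone), where camera pointed down (0.41) and fry up (0.92). The 2 were Ccnd1, a call that ended without Day 0 replicate 1 (adjusted p = 0.051), Day 0 replicate 2 (0.067) or Day 7 replicate 1 (0.091), and Ccne2, which ended without Day 0 replicate 1 (0.084) or Day 7 replicate 1 (0.074). Of 16 genes of primitive endoderm, 4 were higher, 1 was lower and 11 did not pass (4 and 1 when adjusted over the list alone), with a median of 0.13, a camera adjusted p of 0.44 and a fry adjusted p of 0.0055. Plat, a plasminogen activator, rose by 3.96 (SE 0.26) and Apoe fell by 3.36 (SE 0.27). Of 5 genes of the oligodendrocyte lineage, 1 was higher, 0 were lower and 4 did not pass, with a median of 0.09 (camera 0.63, fry 0.056), and the 1 was Pdgfra, a call that ended without Day 0 replicate 1 (adjusted p = 0.11), Day 7 replicate 1 (0.13) or Day 7 replicate 2 (0.066). Of 2 tested genes of blood and endothelium, Kdr, a receptor of vascular endothelium, rose by 3.34 (SE 0.30), and camera gave 0.06 and fry 0.0063.

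Targets of ATF4, a transcription factor of the response to amino acid shortage, were higher on Day 10 than on Day 7 for 13 of 25 tested genes and lower for 0, with a relative median of 1.39. Trib3 rose by 2.88 (SE 0.33, adjusted p = 0.00048 from limma) and the cystine transporter Slc7a11 by 2.65 (SE 0.27, adjusted p = 0.00024 from limma), or by 3.08 and 2.85 relative to the median gene, and on the deposited scale these calls too ended without any 1 array. On Day 7, 1 of the 25 was higher and 8 were lower than on Day 0.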
